# Loss of the Polycomb group protein Rnf2 results in derepression of *tbx*-transcription factors and defects in embryonic and cardiac development

**DOI:** 10.1038/s41598-019-40867-1

**Published:** 2019-03-13

**Authors:** Naomi D. Chrispijn, Dei M. Elurbe, Michaela Mickoleit, Marco Aben, Dennis E.M. de Bakker, Karolina M. Andralojc, Jan Huisken, Jeroen Bakkers, Leonie M. Kamminga

## Abstract

The Polycomb group (PcG) protein family is a well-known group of epigenetic modifiers. We used zebrafish to investigate the role of Rnf2, the enzymatic subunit of PRC1. We found a positive correlation between loss of Rnf2 and upregulation of genes, especially of those whose promoter is normally bound by Rnf2. The heart of *rnf2* mutants shows a tubular shaped morphology and to further understand the underlying mechanism, we studied gene expression of single wildtype and *rnf2* mutant hearts. We detected the most pronounced differences at 3 dpf, including upregulation of heart transcription factors, such as *tbx2a*, *tbx2b*, and *tbx3a*. These *tbx* genes were decorated by broad PcG domains in wildtype whole embryo lysates. Chamber specific genes such as *vmhc*, *myh6*, and *nppa* showed downregulation in *rnf2* mutant hearts. The marker of the working myocard, *nppa*, is negatively regulated by Tbx2 and Tbx3. Based on our findings and literature we postulate that loss of Rnf2-mediated repression results in upregulation and ectopic expression of *tbx2/3*, whose expression is normally restricted to the cardiac conductive system. This could lead to repression of chamber specific gene expression, a misbalance in cardiac cell types, and thereby to cardiac defects observed in *rnf2* mutants.

## Introduction

Proper establishment of cellular identity and subsequent cell type maintenance is crucial during embryonic development and tissue homeostasis. Defects in this complex process can result in disease and/or lethality. Therefore, it is important to study these processes in the context of an *in vivo* system. Modifications of the DNA as well as the associated histones, affect the accessibility of the DNA for the transcriptional machinery. Epigenetic modifiers of the Polycomb group (PcG) protein family are well-known transcriptional silencers, which place specific histone marks^1^. PcG proteins can assemble in two Polycomb Protein Complexes (PRCs): PRC1 and PRC2. PcG proteins were first identified in *Drosophila*, in which mutations of PcG genes resulted in homeotic transformation, by deregulating homeotic (*hox*) genes^2^. In zebrafish the PRC1 core subunits are Rnf2, a Pcgf-family member, a Cbx protein, and a Phc-protein^3^. The core-components of PRC2 are Eed, Suz12, and Ezh1/-2^4^. The canonical view is that PRC2 is first recruited to the chromatin and the enzymatic subunit Ezh2 trimethylates lysine 27 of histone H3 (H3K27me3). PRC1 is recruited to H3K27me3 via its subunit Cbx^5^. The PRC1 subunit Rnf2 mono-ubiquitinylates H2AK119 (H2AK119ub), via its RING-domain and this mark stabilizes H3K27me3^6^. Both H3K27me3 and H2AK119ub are epigenetic marks associated with transcriptional repression^7–10^. H3K27me3 represses gene expression by changing the chromatin structure and by antagonizing the H3K27ac mark, which is a mark known to be present at active enhancers^10,11^. Because H3K27me3 and H3K27ac reside at the same amino acid of the same histone tail, they are mutually exclusive. Furthermore, recent studies showed that the recruitment of PRC1 to the chromatin can also be H3K27me3-independent^12,13^. PRC1 variants that contain subunits which have a DNA-binding domain are described to be involved in this process^14^. H3K27me3-independent recruitment of PRC1 can repress gene expression by different mechanism: by condensation of the chromatin structure, by preventing RNA polymerase II elongation, and by recruiting PRC2^13,15–17^. However, much still remains unknown about the interplay between PRC1 and H3K27me3.

Studies using systems in which PRC1 is disrupted indicate a crucial role in cellular differentiation across species. Mice have two homologous of the RING-domain containing proteins that both can assemble in PRC1: Rnf2 (Ring1b) and Ring1 (Ring1a)^18^. Loss of Rnf2 in mice results in developmental arrest during gastrulation^19^. Murine *Ring1* homozygous mutants are viable^20^, and similar to PcG mutants in *Drosophila*, *Ring1* heterozygous mice display homeotic transformations and skeletal defects^21^. In mice, the loss of Ring1/Rnf2 postnatally results in dental defects, but no lethality, when the mice are studied up to 17 days^22^. Additionally, studies in mouse embryonic stem cells showed that Rnf2 and Ring1 are essential for maintaining cells in a pre-mature state, by repressing genes involved in differentiation pathways^23,24^. In zebrafish, only one Ring1 orthologue is identified, which shows most homology with Rnf2^3^. Therefore, ablation of Rnf2 in zebrafish results in loss of functional PRC1 and the H2AK119ub mark^8^. Zinc-finger nuclease induced *rnf2* null-mutant zebrafish embryos and *rnf2* morphant embryos gastrulate normally, which makes it possible to study development in the absence of Rnf2^8,25^. Rnf2 morphants have an overall normal morphology and, although their primitive erythropoiesis was largely unaffected, the number of hematopoietic stem and thrombocytes was shown to be smaller at 36 hpf^25^. An *rnf2* mutant allele has been generated, and the *rnf2* mutation results in pre-mature stop codon. These *rnf2* null-mutant zebrafish embryos show lethality around 4–5 dpf and display defects in terminal differentiation of the pectoral fins, likely due to interference with Fgf-signaling^8^. In addition, it was found that Cranial Neural Crest (CNC) cells do not properly differentiate into chondrocytes in *rnf2* mutants, resulting in cartilage malformation in the head^26^. These defects in pectoral fin and chondrocyte development upon loss of Rnf2 both arise during terminal tissue differentiation.

To study the role of PRC1 and PRC2 during embryogenesis is challenging due to lethality of mutants in many species before gastrulation^19,27^. Therefore, in this study, *rnf2* mutant zebrafish embryos are used to investigate the effects of loss of Rnf2 on development by studying the transcriptome and correlate this to the Rnf2 binding pattern in wildtype embryos at 3 dpf. We find an important regulatory role for Rnf2 at the chromatin level. The loss of Rnf2 results in upregulation of the genes normally occupied by Rnf2; these include genes associated with transcriptional regulation. In order to gain insight in a tissue specific role of Rnf2 we studied the heart in more detail. Transcriptome analysis of single hearts of wildtype and *rnf2* mutant embryos at 1, 2, and 3 dpf indicates that at 1 and 2 dpf the transcriptional difference between wildtype and *rnf2* mutant hearts are minor and at 3 dpf these differences are more prominent. At 3 dpf upregulation of transcription factors like *tbx2a*, *tbx2b*, and *tbx3a* was detected and, in addition, a downregulation of cardiac chamber genes, such as *nppa* was observed. We suggest that the upregulation of the *tbx* transcription factors is a direct consequence of the loss of Rnf2-mediated repression and we hypothesize that these transcription factors are responsible for the downregulation of chamber genes, resulting in malformation of the *rnf2* mutant hearts. This finding sheds new light on the molecular mechanisms underlying heart development and the role of Rnf2 during vertebrate embryogenesis.

## Results

### Phenotypical differences between *rnf2* mutant and wildtype zebrafish embryos

To gain additional insight in the role of PRC1 in development we used previously identified *rnf2*^*ibl31/ibl31*^ (referred to as *rnf2*) mutant zebrafish, which harbor a mutation in the enzymatic subunit of PRC1. A 14 base pair deletion in the *rnf2* gene, results in a premature stop codon, and the mutant embryos were shown to lack *rnf2* gene expression at 3 dpf^8^. We observed the same pleiotropic phenotype in *rnf2* mutants, as reported before^8^. This includes motility defects, defects in craniofacial development, the lack of pectoral fins, and a pronounced heart edema (Fig. 1a).

**Figure 1:**
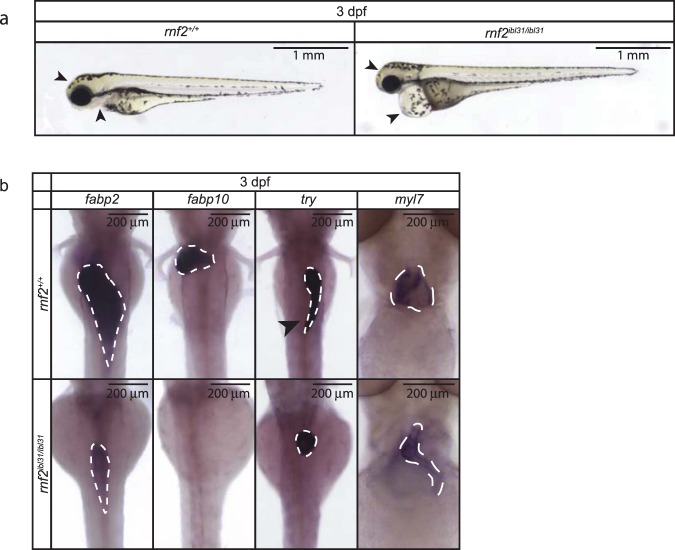
Zygotic *rnf2* mutant zebrafish embryos show a pleiotropic phenotype. (**a)** Lateral view of wildtype embryos (left panel) and *rnf2* mutant embryos (right panel) at 3 dpf. The *rnf2* mutants show a pleiotropic phenotype, including motility problems, craniofacial defects (arrowheads), lack of pectoral fins, and a pronounced heart edema (arrowheads). Not all phenotypes are visible in the pictures. Scale bar = 1 mm. **(b)** Expression of tissue-specific markers was assessed by WISH at 3 dpf in wildtype and *rnf2* mutant embryos. *fabp2*: intestinal marker, *fabp10*: liver marker, *try:* exocrine pancreas marker (arrowhead indicates pancreatic lobe), and *myl7:* cardiomyocyte marker. Scale bar is 200 µm.

Immunohistochemistry for Rnf2 in wildtype siblings shows that expression of Rnf2 protein at 2 dpf is mainly detected anteriorly and in the notochord (Supplementary Fig. S1, left panel). The *rnf2* mutants lack Rnf2 protein at 2 dpf (Supplementary Fig. S1, right panel).

To obtain more insight in the pleiotropic phenotype we assessed the expression of four organ markers by whole mount *in situ* hybridization (WISH) in wildtype and *rnf2* mutant embryos at 3 dpf. Results from WISH for *fatty acid-binding protein type 2* (*fabp2*), an intestinal marker, suggests a smaller intestine in the *rnf2* mutants compared to the wildtypes (Fig. 1b). Expression of the liver specific marker *fatty acid-binding protein type 10* (*fabp10*) is present in wildtypes, whilst it cannot be detected in *rnf2* mutants. This suggests that liver terminal differentiation is abrogated in *rnf2* mutants. The terminal differentiation marker of the exocrine pancreas, *trypsin (try)*, is present in both wildtype and *rnf2* mutant embryos. However, the shape of the exocrine pancreas is different in *rnf2* mutants: the pancreatic lobe is not detected. Lastly, the expression of the cardiomyocyte marker *myosin light chain* 7 (*myl7*) was assessed. Wildtype embryos show pronounced *myl7* expression in the atrium and the ventricle of the heart. Expression of *myl7* is detected in *rnf2* mutant embryos at 3 dpf; however, the expression pattern of *myl7* in *rnf2* mutants indicates malformation of the heart. The *rnf2* mutant heart shows a stringy morphology and appears smaller based on the *myl7* expression pattern (Fig. 1b).

### Rnf2 binds the same targets as H3K27me3 and H3K27me3 deposition is present in *rnf2* mutants

We next studied the role Rnf2 on the molecular level by identifying its binding on the chromatin, which was not yet assessed in zebrafish. We performed Rnf2 and H3K27me3 chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) at 3 dpf in wildtype and *rnf2* mutant embryos. 

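Each antibody was used on chromatin of 2 wildtype and 3 *rnf2* mutant pools of embryos, the replicates being numbered 1 and 2 for wildtype and 2, 3 and 4 for mutants, and 1 input of each genotype was sequenced. The mutants were recognized by their phenotype among embryos of a heterozygous incross, and the paper's methods describe the controls as a wildtype strain from the same background. The authors mapped the reads to GRCz10 with bwa, removed reads at random according to the spike-in reads of the sample with the fewest, and called broad peaks with MACS. The deposited files list these peaks per sample with their positions, a fold enrichment and a −log10 q value, and hold no read counts, so the depth behind a peak is unknown. The sample labels name a spike-in for every sample, the deposited description for 2 wildtype and 1 mutant sample per antibody, and the peak lists of wildtype replicate 2 are not marked as normalized. Whether all numbers of peaks are on the same scale is therefore unknown. They list 1542 and 1670 Rnf2 peaks in the wildtype replicates and 123, 96 and 33 in the mutant replicates. For H3K27me3 they list 2671 and 2722 peaks in wildtype and 3498, 1435 and 3814 in mutants, and the inputs have 1975 peaks in wildtype and 1554 in mutants. Following the paper's methods, peaks at most 1000 bp apart were merged, H3K27me3 peaks narrower than 100 bp were to be discarded (there were 0), and peaks that overlap a peak of either input were left out. A peak was counted as shared between samples when the merged peaks overlap by at least 1 bp.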

The canonical pathway describes that the H2AK119ub mark, placed by PRC1 (Rnf2), stabilizes H3K27me3^28^. Additionally, PRC1 variants, containing different subunits than canonical PRC1, have been proposed to be able to recruit PRC2^12,13,29^. Interestingly, numerous studies also reported no effect on H3K27me3 upon loss of PRC1^23,30–34^. Therefore, we studied Rnf2 and H3K27me3 binding patterns and thereby the potential functional redundancy in PRC1 and PRC2 in zebrafish.

To allow quantitative normalization and to demonstrate the efficiency of the method, we added *Drosophila melanogaster* spike-in chromatin during the ChIP-seq procedure^35^. After ChIP-seq, *k*-means clustering revealed five different classes of binding of Rnf2 and H3K27me3 at promoter regions (Fig. 2a). The first cluster represents Rnf2 and H3K72me3 positive promoters. The second, fourth, and fifth cluster contain promoter regions that are positive for H3K27me3 and show close to background levels for Rnf2. The third cluster contains broad PcG domains, in which both Rnf2 and H3K27me3 are present. The intensity of the peaks for Rnf2 and H3K27me3 was analyzed and visualized with bandplots (Fig. 2b). Rnf2 is present at the chromatin in wildtype embryos and is at around background levels in *rnf2* mutants. 

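After merging and removal of input peaks, wildtype replicates 1 and 2 had 1050 and 1049 Rnf2 peaks, which covered 2261459 and 1729564 bp. In the *rnf2* mutants 18, 38 and 22 Rnf2 peaks were left, with 4425, 9430 and 5209 bp covered. The mean number of peaks was 1049.5 ± 0.707 in wildtype (SD, n = 2) and 26.0 ± 10.6 in mutants (SD, n = 3), so that mutants had 2.48% of the wildtype number. Every mutant sample had fewer peaks than every wildtype sample (two-sided exact permutation test, p = 0.1, the smallest p that 2 samples against 3 allow). The alternative that moved this share most was to leave the input peaks in place, under which mutants had 5.95% of the wildtype number.

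**Figure D1:**
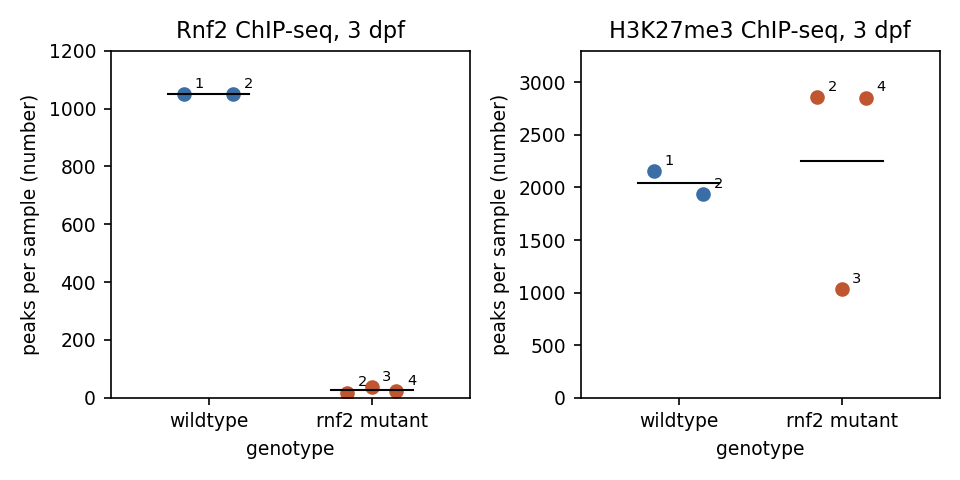
Number of Rnf2 and H3K27me3 peaks per sample at 3 dpf after merging and removal of input peaks, with 1 point per sample (labelled with its replicate number) and a line at the mean of each genotype. The Rnf2 peaks of the 3 mutant samples lie between 18 and 38, and the H3K27me3 peaks of mutant replicate 3 lie below those of the other samples.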

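H3K27me3 peaks numbered 2154 and 1940 in the wildtype replicates and 2861, 1031 and 2855 in *rnf2* mutant replicates 2, 3 and 4. The mean was 2047 ± 151 in wildtype (SD, n = 2) and 2249 ± 1055 in mutants (SD, n = 3), or 109.9% of wildtype, a difference well within the spread between the mutant replicates (two-sided exact permutation test, p = 1). This percentage rests on mutant replicate 3, without which it is 139.6%, and without mutant replicate 2 or 4 it is 94.9% or 95.1%. The peaks covered 5584932 and 4638315 bp in wildtype and 5207154, 728362 and 5580975 bp in mutants. As given by the authors, the median fold enrichment of a peak over its background was 3.71 and 4.05 in the wildtype replicates and 4.64, 4.95 and 4.91 in the mutant replicates.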

The levels of H3K27me3 are similar in *rnf2* mutants compared to wildtypes. H3K27me3 presence has been retained upon loss of Rnf2, which could suggest that its deposition does not rely on Rnf2 (Fig. 2b).

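Both wildtype replicates shared 1543 H3K27me3 peaks, of which 541 overlapped a peak shared by all 3 mutant replicates. This is 35.1% (95% Wilson confidence interval 32.7% to 37.5%, counting error only), against a median of 0.259% over 1000 random placements of the peaks on their own chromosomes (one-sided p = 0.001, the smallest that these placements can give). Taken per mutant replicate, 83.1% of the wildtype peaks overlapped a peak of replicate 2, 36.1% a peak of replicate 3 and 85.5% a peak of replicate 4. Mutant replicate 3 thus sets the share, which is 78.2% without it. The union of the replicates in place of their shared peaks gave 73.2%, and an overlap of at least 50% of the wildtype peak left 7.52%. This overlap was asked of stretches present in all 3 mutant replicates, so the short peaks of replicate 3 (728362 bp in all) limit it. It was not computed without that replicate, and so does not show how much of each peak the other mutants keep.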

**Figure 2:**
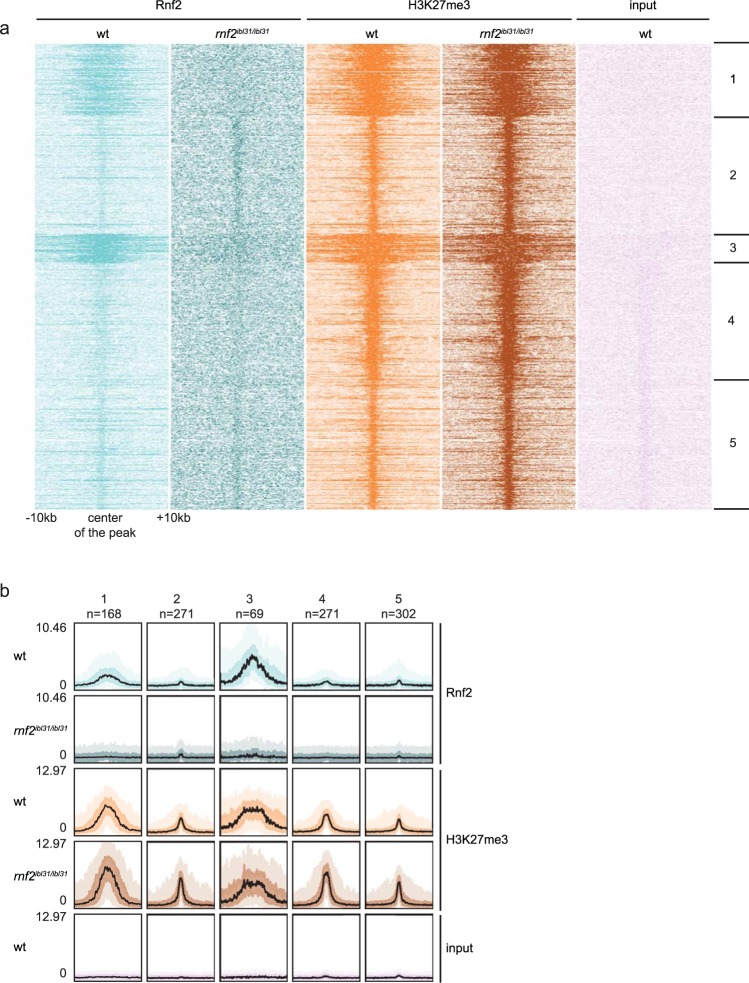
Rnf2 has a similar DNA-binding pattern as H3K27me3 and the presence of H3K27me3 mark is retained upon loss of Rnf2. (**a)** Heatmaps showing *k*-means clustering of Rnf2 and H3K27me3 ChIP-seq peaks in promoter regions in wildtype embryos and *rnf2* mutant embryos at 3 dpf. In the figure 20 kb regions, with a viewpoint around the center of all peaks, are shown. **(b)** Bandplot showing the intensities of the ChIP-seq peaks for Rnf2 and H3K27me3 in wildtypes and *rnf2* mutants at 3 dpf, and the input of the five clusters defined by *k-*means clustering. The number of peak regions included in each cluster is depicted above the plot. The black line indicates the median, the intense color 50% of the peaks, and the light color 90% of the peaks.

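In wildtype embryos 609 merged Rnf2 peaks were present in both replicates, and 530 of them overlapped a H3K27me3 peak of both replicates. This share of 87% (95% Wilson confidence interval 84.1% to 89.5%) compares with a median of 0.493% and a highest value of 2.13% over random placements of the Rnf2 peaks. The share depends on the Rnf2 peaks being present in both replicates: with either wildtype replicate of Rnf2 left out it was 55.9% or 55.5%, and with the union of the replicates 48.1%. Heatmaps and band plots need read coverage and were not repeated here.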

### Loss of Rnf2 is associated with upregulation of genes decorated by broad PcG domains

Presence of Rnf2 and H3K27me3 on the chromatin has a repressive effect on the underlying genes^7–10^. Therefore, we compared the transcriptome of wildtype embryos and *rnf2* mutant embryos at 3 dpf. 

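RNA of 8 wildtype and 7 *rnf2* mutant pools of whole embryos was sequenced after depletion of ribosomal RNA. The mutants were sorted by phenotype from a heterozygous incross, whereas the paper describes the controls as a wildtype strain from the same background. The deposited labels give the strain as TLF for the 8 wildtype pools and as TU/TLF mixed for the 7 mutant pools, so genotype and strain label cannot be separated. The authors mapped the reads with STAR to GRCz10, counted them per gene and used DESeq2 with a removal of batch effects by RUVSeq. The deposited values are read counts divided by 1 size factor per library for 30029 genes, and every value was a whole multiple of that factor, so that the reads themselves could be recovered. Between 4711185 and 12585927 reads were counted on genes in wildtype libraries (median 9762416) and between 6251467 and 11036762 in mutant libraries (median 7456006). The factors of RUVSeq are not part of the values, and no batch effect was removed here. Differential expression was tested for the 22685 genes with a mean of at least 5 normalized counts, with limma on log2 of the normalized count plus 1, against a log2 fold change of 1 (treat) and at a Benjamini-Hochberg adjusted p of 0.1. The gene *rnf2* itself (ENSDARG00000010381) had 587 ± 65.6 normalized counts in wildtype (SD, n = 8) and 138 ± 14.5 in mutants (SD, n = 7), a log2 fold change of -2.08 (standard error 0.0842, limma treat, adjusted p = 1.66e-08), and every mutant library lay below every wildtype library.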

Our data shows both up- and downregulated genes upon loss of Rnf2 (Fig. 3a). In total, 492 genes were found to be differentially expressed (LFC ≥ 1; padj ≤ 0.1). Of these, 292 were identified to be upregulated and 200 genes to be downregulated in *rnf2* mutant embryos (Supplementary Table S1). 

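On the deposited normalized counts, 228 genes were called up and 206 were called down in *rnf2* mutants. The choice of test moved these numbers most: limma without the fold change threshold in the test, but with a log2 fold change of at least 1 afterwards, called 1457 genes up and 769 down. Among the called genes in which every mutant library lies above every wildtype library, the largest log2 fold changes were those of *si:ch211-209l18.4* (7.19, adjusted p = 2.42e-11), *U2* (ENSDARG00000080300, 6.86, adjusted p = 2.42e-11) and *anxa6* (5.98, adjusted p = 1.44e-07). *U2* rose from 35.5 ± 29.9 normalized counts in wildtype (SD, n = 8) to 3844 ± 1749.7 in mutants (SD, n = 7), and the table holds 2 identifiers of that name. The largest decreases with every mutant library below every wildtype library were those of *CR788316.1* (-6.62, adjusted p = 5.06e-10), *fkbp5* (-4.63, adjusted p = 2.78e-11) and *MATN1* (-4.47, adjusted p = 4.46e-14), the last with 3841 ± 319 normalized counts in wildtype (SD, n = 8) and 177 ± 48.9 in mutants (SD, n = 7).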

Hierarchical clustering confirms good homology of the replicates (Euclidian distance; Supplementary Fig. S2a). 

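On log2 of the normalized count plus 1, the mean Euclidean distance between a wildtype and a mutant library was 1.34 times the mean distance between libraries of the same genotype (permutation test, one-sided, p = 0.00018). On the linear scale, where the most abundant genes set the distance, this ratio was 0.973 (permutation test, one-sided, p = 0.475), so the separation of the genotypes depends on the scale. With 1 minus Spearman's correlation as the distance, the ratio was 1.80.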

The organ markers tested by WISH, were also studied in the whole embryo RNA-sequencing dataset. 

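In the whole embryo libraries *fabp10a*, the liver marker, had 314 ± 81.1 normalized counts in wildtype (SD, n = 8) and 90.9 ± 31.8 in mutants (SD, n = 7), a log2 fold change of -1.83 (standard error 0.220, limma treat, adjusted p = 0.0364). It was no longer called with wildtype replicates 1 to 5 only (adjusted p = 0.291) or with the replicate number as a block (adjusted p = 0.174). The fit with the block keeps only 4 libraries of each genotype, so its loss of the call cannot be laid to the block itself. The cardiomyocyte marker *myl7* had a log2 fold change of -1.33 (standard error 0.117) and the intestine marker *fabp2* one of -0.89 (standard error 0.116). Neither passed limma's test against a log2 fold change of 1, with adjusted p values of 0.205 and 1.00, although both differed from 0 in limma's plain test (adjusted p = 1.46e-08 and 2.74e-06). *myl7* was called by edgeR's test against the same threshold (adjusted p = 0.0425) and by the plain test with a log2 fold change of at least 1. It was not called by DESeq2 against the same threshold (adjusted p = 0.342), nor with wildtype replicates 1 to 5 only, the replicate block or thinning (adjusted p = 1 in each). For each of these markers every mutant library lay below every wildtype library.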

A downregulation of marker expression in *rnf2* mutants was observed for *fabp2*, *fabp10*, and *myl7*. Expression of *try* was not found to be affected by the loss of Rnf2 (Supplementary Fig. S2b).

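The exocrine pancreas marker *try* had 139 ± 44.2 normalized counts in wildtype (SD, n = 8) and 121 ± 19.5 in mutants (SD, n = 7), a log2 fold change of -0.14 (standard error 0.163, limma plain test, adjusted p = 0.483). The difference is smaller than the spread between the wildtype libraries, and its sign changed with wildtype replicates 1 to 5 only (0.028).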

**Figure 3:**
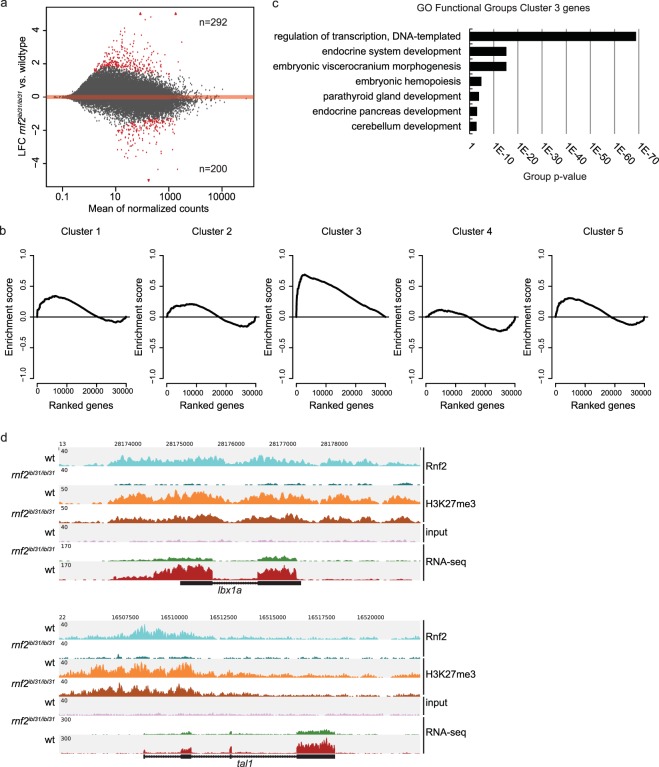
Loss of Rnf2 is directly associated with upregulation of gene expression. (**a**) MA-plot of differentially expressed genes between wildtypes and *rnf2* mutants at 3 dpf. Significantly differentially expressed genes |Log2FC ≥ 1|; padj < 0.1 are highlighted in red. In total 292 genes are upregulated and 200 genes are downregulated. **(b)** Gene Set Enrichment Analysis (GSEA) for the genes whose promoters belong to the five clusters defined in Fig. 2a. Cluster 1, 2, 4, and 5 show a non-significant distribution of the genes based on their expression changes upon the *rnf2* mutation. Genes belonging to the promoters from cluster 3 are enriched for upregulation upon mutation of *rnf2*. p-value = < 0.001; NES = 2.04. **(c)** Gene ontology of biological processes analysis of the 112 genes belonging to cluster 3. **(d)** ChIP-seq and RNA-seq coverage at the *lbx1a* gene and the *tal1* gene in 3 dpf zebrafish embryos. Light blue: Rnf2 ChIP-seq tracks in wildtypes. Teal: Rnf2 ChIP-seq tracks in *rnf2* mutants. Orange: H3K27me3 ChIP-seq track in wildtypes. Brown: H3K27me3 ChIP-seq track in *rnf2* mutants. Lilac: wildtype input. Green: RNA-seq track in wildtypes. Red: RNA-seq track in *rnf2* mutants.

The promoters of the five different clusters identified after ChIP-seq (Fig. 2a) have been linked to the genes they regulate. The expression of these genes was analyzed by Gene Set Enrichment Analysis (GSEA). We tested the differences in expression between *rnf2* mutants and wildtypes in the five clusters (genes within the five clusters are enlisted in Supplementary Table S2). 

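The lists of genes per cluster give names, which were matched to 141, 201, 233 and 242 identifiers of clusters 1, 2, 4 and 5 in the deposited tables. GSEA was run on the normalized counts with the signal-to-noise ratio as the ranking and 100 permutations of the sample labels. The normalized enrichment score was 1.35 for cluster 1 (permutation p = 0.0638), 1.21 for cluster 2 (permutation p = 0.197) and -0.86 for cluster 4 (permutation p = 0.653). For cluster 5 it was 1.44 (permutation p = 0.0351), which is past 0.05 without adjustment for the 5 clusters tested. Restricted to genes with a mean of at least 5 normalized counts, cluster 5 had a permutation p of 0.179. The median log2 fold change was 0.062, 0.19, 0.097 and 0.13 in clusters 1, 2, 4 and 5, and 78, 124, 134 and 145 of their genes were higher in mutants.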

Genes belonging to the promoters of cluster 1, 2, 4, and 5 do not show significant enrichment for differential regulation upon the *rnf2* mutation (p-value = 0.176, 0.679, 0.605, and 0.249, respectively). Cluster 3 contains 69 promoter regions, regulating 112 genes (‘cluster 3 genes’). This cluster is significantly enriched with genes that are upregulated in the *rnf2* mutant embryos at 3 dpf (p-value < 0.001) (Fig. 3b). 

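Of the names listed for cluster 3, 92 were matched, to 94 identifiers. The normalized enrichment score of these genes was 1.83 (permutation p = 0.02, the smallest that these permutations can give), and their median log2 fold change was 0.67, with 77 of 94 genes higher in mutants. Without the hox genes, 65 identifiers gave a score of 1.76 with the same p. The ranking moved this result most: with the signal-to-noise ratio on the log2 scale the score was 1.26 (permutation p = 0.106). By limma's camera with a preset correlation of 0.01 the cluster was higher at p = 1.42e-15, and this held with an estimated correlation (p = 0.00102) and with fry (p = 1.63e-11), which work on limma's model across genes. From this enrichment, the paper concludes that the loss of Rnf2 is associated with upregulation of the genes that Rnf2 occupies.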

Gene ontology analysis shows that these ‘cluster 3 genes’ are associated with regulation of transcription and embryonic organ development (Fig. 3c). Examples of tracks of two ‘cluster 3 genes’ are shown in Fig. 3d. These genes are decorated by Rnf2 and H3K27me3 and the RNA-seq tracks indicate a significant upregulation of gene expression in *rnf2* mutants at 3 dpf. 

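*lbx1a* (ENSDARG00000018321) had 49.3 ± 13.1 normalized counts in wildtype (SD, n = 8) and 198 ± 37.1 in mutants (SD, n = 7), a log2 fold change of 2.01 (standard error 0.165, limma treat, adjusted p = 0.000399). *tal1* (ENSDARG00000019930) had 137 ± 21.8 normalized counts in wildtype (SD, n = 8) and 391 ± 47.7 in mutants (SD, n = 7), a log2 fold change of 1.51 (standard error 0.0990, limma treat, adjusted p = 0.00237). For both genes every mutant library lay above every wildtype library. In the region shown for *lbx1a* in Fig. 3d, on chromosome 13 of GRCz10, Rnf2 peaks as deposited span 28174043 to 28179038 in wildtype replicate 1 and lie between 28174059 and 28179507 in wildtype replicate 2, with fold enrichments between 3.95 and 5.31. At *tal1*, on chromosome 22, they span 16507842 to 16512444 in replicate 1 and 16508146 to 16511862 in replicate 2, with fold enrichments of 4.97 and 4.76. No Rnf2 peak of a mutant sample lies in either region. H3K27me3 peaks lie in both regions in every wildtype and mutant sample, the longest being 7418 bp at *tal1* in wildtype replicate 1. In mutant replicate 3 the H3K27me3 peaks are at most 843 bp long at *lbx1a* and at most 1166 bp at *tal1*.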

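Of 90 cluster 3 genes with enough reads for the test, 73 were higher in *rnf2* mutants and 23 were called up (limma treat, adjusted p of at most 0.1). The log2 fold changes of the 23 genes ranged from 1.51 to 3.5, with a median of 2.24, and 14 of them are hox genes, such as *hoxb13a* (with the largest) and *hoxc12a* (log2 fold change 2.78). All 23 are among the 24 genes of Supplementary Table S3. The number was 35 under the plain test with a log2 fold change of at least 1.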

In total, 24 genes were identified in cluster 3 that were significantly upregulated in *rnf2* mutant embryos which are decorated by Rnf2 in the promoter region of wildtype embryos at 3 dpf (LFC ≥ 1; padj ≤ 0.1) (Supplementary Table S3).

### The cardiac phenotype in *rnf2* mutant zebrafish embryos shows looping defects

To gain insight into a tissue specific role of Rnf2 during development, we performed more extensive studies on the heart, which was one of the organs severely affected upon the *rnf2* mutation. The heart is a well-studied organ in zebrafish, due to its similarity in cardiac development to other species and its regenerative capacities. Since we observe a severe cardiac phenotype upon loss of Rnf2, we studied a potential role of Rnf2-mediated regulation of heart development.

We analyzed the development of the heart of wildtype and *rnf2* mutant embryos at 3 dpf in a *Tg(myl7::GFP)* background. This transgene specifically marks cardiomyocytes^36^. During normal cardiac development, cardiac looping ensures the proper positioning of the atrium and ventricle and it marks the transition from a linear heart tube to a two-chambered heart separated by the atrioventricular canal (AVC), which occurs between 28 and 50 hours post fertilization^37^. In contrast to the wildtype situation, the hearts of *rnf2* mutant embryos display defective looping morphogenesis, resulting in a stringy heart phenotype with no clear defined cardiac chambers or AVC at 3 dpf (Fig. 4a). To investigate the underlying developmental dynamics, we used high speed selective plane illumination microscopy (SPIM) to time-lapse image wildtype and *rnf2* mutant embryos from 1 to 2 dpf (Fig. 4b). Indeed, whereas wildtype embryos showed cardiac looping around 36 hpf the mutants fail to loop properly (Fig. 4b).

**Figure 4:**
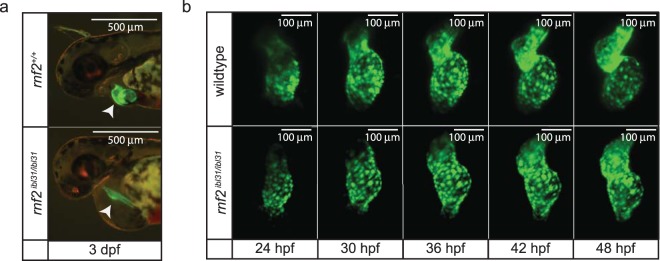
Zebrafish *rnf2* mutant embryos show cardiac looping defects. (**a**) Fluorescent images of wildtype and *rnf2* mutant sibling embryos in a *Tg(myl7::GFP)* background at 3 dpf. Scale bar is 500 µm. **(b)** Stills of live-imaging by light sheet microscopy of wildtype and *rnf2* mutant hearts in a *Tg(myl7::GFP)* background starting at 1 dpf. Scale bar is 100 µm.

### Single HeartsRNA-seq highlights differences between wildtype and *rnf2* mutant hearts over time

We next aimed at getting a better understanding of the molecular mechanisms underlying the heart defects detected in *rnf2* mutants. To start with, we show that disturbing the epigenetic repressor Rnf2 shows a global effect on gene expression, especially of genes decorated by Rnf2 in wildtype embryos (Fig. 3a). In order to address this finding and in connection with the observed cardiac phenotype, we took genes positive for Rnf2 in their promoter, as identified by ChIP-seq (n = 206), and all genes detected by RNA-seq (n = 32,266) and searched for the presence of heart transcription factors (n = 18) within these two groups^38^, finding a significant enrichment of this category (chi-squared test; p-value < 0.001).

To gain more detailed insight into the role of Rnf2 in cardiac development, single embryonic hearts, both from *rnf2* mutant and wildtype, serve as a useful model. The transcriptome of single hearts dissected from wildtype and *rnf2* mutants was assessed, using a low-input RNA-seq method based on CEL-seq^39–42^. This method is very suitable for the number of cells present in a single embryonic heart, which is between 150 and 350 cells at 1 to 3 dpf^41,43,44^. 

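The hearts came from *Tg(myl7::GFP)* positive embryos of a *rnf2* heterozygous incross, which were genotyped one by one, so that wildtype and mutant hearts are those of siblings. After the authors' filter on the amount of mRNA, the deposited tables hold 9 wildtype and 8 mutant hearts at 1 dpf, 13 and 9 at 2 dpf, and 10 and 9 at 3 dpf. The values are counts of unique molecular identifiers (UMIs) per gene, divided by the authors with Monocle by 1 size factor per heart, from which whole counts were recovered for every heart. The tables list 6877 genes at 1 dpf, 11033 at 2 dpf and 11221 at 3 dpf. The UMIs per heart at 1 dpf ranged from 4009 to 51621 in wildtype (median 8309) and from 2453 to 83738 in mutants (median 11178.5). At 2 dpf they ranged from 23523 to 81685 in wildtype (median 39204) and from 46943 to 109942 in mutants (median 76771), and at 3 dpf from 27309 to 82308 (median 39780) and from 49841 to 93653 (median 64280). The median was thus higher in mutant hearts at 2 and 3 dpf, and whether this comes from more sequencing or more RNA per heart cannot be seen from UMIs. The random barcode of 4 bases limits the number of different UMIs, so a gene cannot be counted more often than that in a heart, and the highest count was exactly at this limit in 4 hearts at 1 dpf, in 22 at 2 dpf and in 19 at 3 dpf. Each age was tested on its own, with limma on log2 of the normalized count plus 1, at a Benjamini-Hochberg adjusted p under 0.01 and without a fold change threshold. At 2 dpf *rnf2* had 6.20 ± 2.50 normalized counts in wildtype (SD, n = 13) and 1.50 ± 1.04 in mutants (SD, n = 9), a log2 fold change of -1.56 (standard error 0.302, limma, adjusted p = 0.000271), with all 9 mutant hearts below the wildtype median. This call was lost with the number of genes above 0 as a covariate (adjusted p = 0.0373) and, with every heart thinned to the smallest one, in 19 of 20 random draws. At 3 dpf its log2 fold change was -1.32 (standard error 0.391, limma, adjusted p = 0.0155) and at 1 dpf, where it was counted at most 8 times in a heart, -0.75 (standard error 0.362, limma, adjusted p = 0.971). At 3 dpf *rnf2* was called by limma with the covariate (adjusted p = 0.00389), edgeR (adjusted p = 9.76e-05) and DESeq2 (adjusted p = 0.00533). With every heart thinned to the smallest one it was called there in 0 of 20 random draws.

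**Figure D2:**
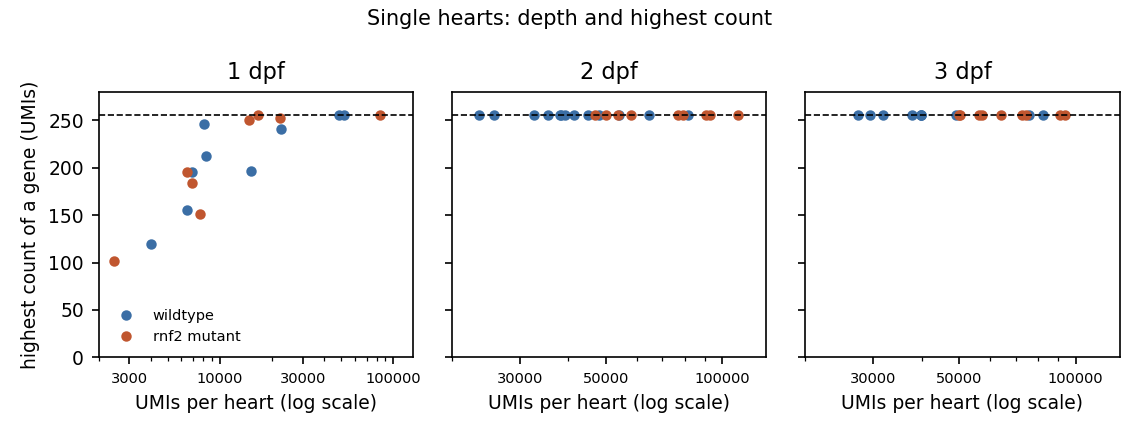
Highest count of any gene in a heart (UMIs) against all UMIs of that heart (log scale), with 1 point per heart and a dashed line at the limit of the barcode. The hearts at 2 and 3 dpf lie on the line, and 4 of the hearts at 1 dpf do.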

We performed manual dissection of single embryonic hearts at 1, 2, and 3 dpf and prepared the individual *rnf2* mutant and wildtypes dissected hearts for RNA-sequencing (Single HeartsRNA-seq, Fig. 5a). In total 63 single hearts were sequenced (Supplementary Fig. S3a). Samples were filtered based on the number of mRNAs they express, and genes were filtered based on the number of samples that express them (see Materials and Methods and Supplementary Fig. S3b). In total 5 samples were excluded and at least 8 replicates remained per genotype per developmental time point (Supplementary Fig. S3c). After this, gene counts were normalized to avoid, among others, differences derived from unequal amounts of cardiac tissue developed by the *rnf2* mutant and wildtype embryos. Hierarchical clustering based on Euclidian Distances at the 3 different developmental time points indicates that differences between wildtype and *rnf2* mutant hearts are minor at 1 and 2 dpf and more pronounced at 3 dpf (Supplementary Fig. S3d–f). This is also reflected in the number of genes that are differentially expressed at these different time points (Fig. 5b). 

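The mean Euclidean distance between a wildtype and a mutant heart, on log2 of the normalized count plus 1, was 1.006 times the mean distance within genotypes at 1 dpf (permutation test, one-sided, p = 0.218), 0.991 times at 2 dpf (permutation test, one-sided, p = 0.734) and 1.10 times at 3 dpf (permutation test, one-sided, p = 6e-05). The scale moved this result at 2 dpf: on linear values the ratio there was 1.19 (permutation test, one-sided, p = 0.0028). With every heart thinned to the same number of UMIs, an alternative chosen after the data were seen and run as 1 random draw, the ratio at 2 dpf was 1.01 (permutation test, one-sided, p = 0.00376). Whether the ratios differ between ages was not tested.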

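At 1 dpf 0 genes were called up and 6 were called down in mutant hearts, and 296 of the 6877 genes had an unadjusted p under 0.05. The called genes are *hbbe3*, *hbae3*, *hbbe1.1* and both identifiers named *si:ch211-5k11.2* (ENSDARG00000088330 and ENSDARG00000089124), and the myosin gene *vmhcl*, which lies close to its paralog *vmhc*. *hbbe3* had 41.4 ± 23.4 normalized counts in wildtype (SD, n = 9) and 9.90 ± 11.8 in mutants (SD, n = 8), a log2 fold change of -2.45 (standard error 0.394, limma, adjusted p = 1.68e-06), with 7 of 8 mutant hearts below the wildtype median. *vmhcl* had 17.1 ± 11.7 normalized counts in wildtype (SD, n = 9) and 2.07 ± 1.43 in mutants (SD, n = 8), a log2 fold change of -2.29 (standard error 0.472, limma, adjusted p = 0.00142). edgeR and DESeq2 on the recovered counts each called 1 gene down, which was *vmhcl* in both (adjusted p = 0.0018 and 0.000777). With every heart thinned to 2453 UMIs no call was left.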

At 1 dpf no genes were found to be upregulated and 7 genes were significantly downregulated (|Log2FC > 0|; padj < 0.01). This number increased to 82 upregulated and 30 downregulated genes at 2 dpf. 

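At 2 dpf 42 genes were called up and 28 down. Of the alternatives set before the data were examined, the number of genes above 0 in a heart as a covariate moved these numbers most, to 12 up and 6 down. Among the genes with every mutant heart above every wildtype heart, *hoxd9a*, *fabp11a* and *tenm3* had the largest increases. *fabp11a* had 15.0 ± 5.16 normalized counts in wildtype (SD, n = 13) and 56.9 ± 16.9 in mutants (SD, n = 9), a log2 fold change of 1.88 (standard error 0.183, limma, adjusted p = 5.37e-15). The log2 fold change was 1.76 for *tenm3* (limma, adjusted p = 1.23e-06) and 2.15 for *hoxd9a* (limma, adjusted p = 4.58e-06). No gene called down had every mutant heart below every wildtype heart. Of the 28 genes called down, 17 reached 200 UMIs or more in some heart, and 3 of those 17 stayed called after the counts were converted to molecules, a step chosen after the data were seen, against 11 of the other 11.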

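At 3 dpf 332 genes were called up and 269 down in mutant hearts, of which 258 and 234 are also in the paper's lists. After conversion of the counts to molecules, which takes the limit of the barcode into account, 261 of the 269 stayed called down. The largest increases with every mutant heart above every wildtype heart were those of *si:dkey-34o23.2* (log2 fold change 3.35, limma, adjusted p = 2.1e-14), *tbx3a* and *zgc:110340* (log2 fold change 2.9, limma, adjusted p = 7.64e-14). The largest decreases with every mutant heart below every wildtype heart were those of *LTBP4* (log2 fold change -3.15, limma, adjusted p = 6.79e-14), *fbln5* (log2 fold change -3.0, limma, adjusted p = 1.4e-15) and *mcm4* (log2 fold change -2.91, limma, adjusted p = 6.1e-13). *fbln5* had 32.4 ± 25.2 normalized counts in wildtype (SD, n = 10) and 2.58 ± 2.13 in mutants (SD, n = 9).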

At 3 dpf 284 genes were detected to be significantly upregulated and 269 genes to be significantly downregulated in *rnf2* mutant heart. 

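The ages also differ in UMIs per heart, group sizes and genes tested, which can change how many genes a test calls. These were not varied one at a time. In simulated data of the same depth and group sizes, 200 genes at or above the median mean count had a log2 fold change of 3. The test called 51.5% of them at 1 dpf, 76% at 2 dpf and 67.5% at 3 dpf. The limit of the barcode was not simulated, and these shares hold only for such genes and changes of that size. With the hearts of each age thinned to the smallest heart of that age, 6 genes were called up and 3 down at 2 dpf, and 107 up and 107 down at 3 dpf. Over 20 further random draws the median was 3 up and 3 down at 2 dpf, and 113 up and 113 down at 3 dpf.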

Overall, we observed that the number of differentially expressed genes between wildtype and *rnf2* mutant hearts increased over time (Fig. 5b, Supplementary Table S4).

**Figure 5:**
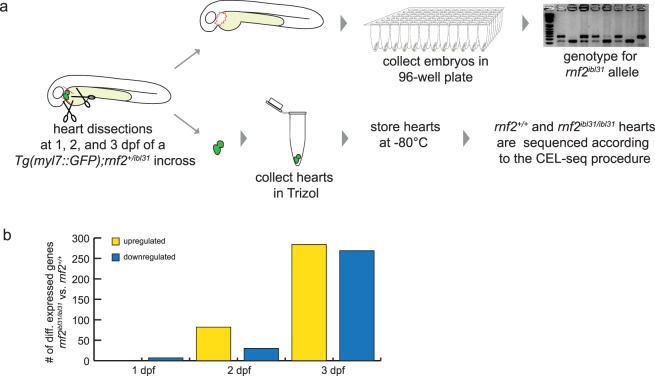
Single HeartsRNA-seq is used to assess transcriptional differences between wildtype and *rnf2* mutant hearts over time. (**a**) Workflow of Single HeartsRNA-seq. Zebrafish hearts were manually dissected at 1, 2, and 3 dpf as described previously^85^. The remaining tissue was used for genotyping and the *rnf2* mutant and wildtype hearts were sequenced. **(b)** Differentially expressed genes |Log2FC > 0|; padj < 0.01 between *rnf2* mutant and wildtype hearts are visualized in the bar graphs. Yellow: upregulated (up) in *rnf2* mutants compared to wildtypes. Blue: downregulated (dn) in *rnf2* mutants compared to wildtypes.

### Cardiac chamber identity is disrupted in *rnf2* mutants at 3 dpf

Recently, Hill *et al*. generated a hand-curated list of cardiac markers^38^. This list contains genes that are expressed in the developing heart and includes 26 annotations about the function and the location of these genes. These 26 annotations were studied for the gene expression changes of the genes falling into these categories. We used GSEA using the Single HeartsRNA-sequencing results of 3 dpf hearts (Fig. 6a). This analysis revealed that *rnf2* mutant hearts are enriched for genes expressed in the atrioventricular canal (FDR q-value = 0.089; NES = 1.46) and for heart transcription factors (FDR q-value = 0.001; NES = 1.96; Fig. 6a). These two annotations show overlap in the genes they contain. Three transcription factors that repress myocardial genes (*tbx2a*, *tbx2b*, and *tbx3a*) are present in the top 4 of genes that are upregulated in *rnf2* mutant hearts. 

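At 3 dpf the log2 fold changes of the *tbx* genes and of the other transcription factors that Fig. 6a lists were, in order, 3.10 for *tbx3a*, 2.22 for *nkx2.7*, 1.35 for *tbx2b*, 1.12 for *tbx2a*, 0.85 for *isl1*, 0.78 for *foxc1b*, 0.78 for *tbx5a*, 0.69 for *nkx2.5* and 0.31 for *gata5*. Of these 9 genes, *tbx3a*, *nkx2.7*, *tbx2b* and *tbx2a* were called up and the other 5 were not. *nkx2.7* had 1.48 ± 1.78 normalized counts in wildtype (SD, n = 10) and 8.93 ± 3.49 in mutants (SD, n = 9) (standard error of the log2 fold change 0.337, limma, adjusted p = 1.22e-07), with all 9 mutant hearts above the wildtype median. The published list of cardiac genes behind the GSEA was not used here, so the ranking covers only the genes that the figure names.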

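*tbx3a* was not in the table at 1 dpf. At 2 dpf it had 0.50 ± 0.871 normalized counts in wildtype (SD, n = 13) and 4.06 ± 1.97 in mutants (SD, n = 9), a log2 fold change of 1.84 (standard error 0.352, limma, adjusted p = 0.000206), and its highest count in a heart was 13 UMIs. This call was lost with the number of genes above 0 as a covariate (adjusted p = 0.133) and in all but 1 of 20 random draws with every heart thinned to the same depth. At 3 dpf *tbx3a* had 0.0692 ± 0.219 normalized counts in wildtype (SD, n = 10) and 8.30 ± 2.34 in mutants (SD, n = 9) (standard error of the log2 fold change 0.347, limma, adjusted p = 1.09e-12), and every mutant heart lay above every wildtype heart, 9 of which had a count of 0, so that the size of the fold change depends on the added count of 1. *tbx2b* rose at 3 dpf from 11.1 ± 3.96 normalized counts (SD, n = 10) to 29.0 ± 7.09 (SD, n = 9; limma, adjusted p = 4.39e-07), and *tbx2a* from 9.70 ± 3.59 to 21.9 ± 6.98 (limma, adjusted p = 0.000152). All 9 mutant hearts lay above the wildtype median for *tbx2b* and 9 of 9 for *tbx2a*. At equal depth *tbx2b* stayed called in 18 of 20 random draws and *tbx2a* in 6. *tbx2a* was not called with the covariate (adjusted p = 0.0248). At 2 dpf their log2 fold changes were 0.49 (limma, adjusted p = 0.354) and -0.18 (limma, adjusted p = 0.869), and at 1 dpf -0.12 and -0.21.

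**Figure D3:**
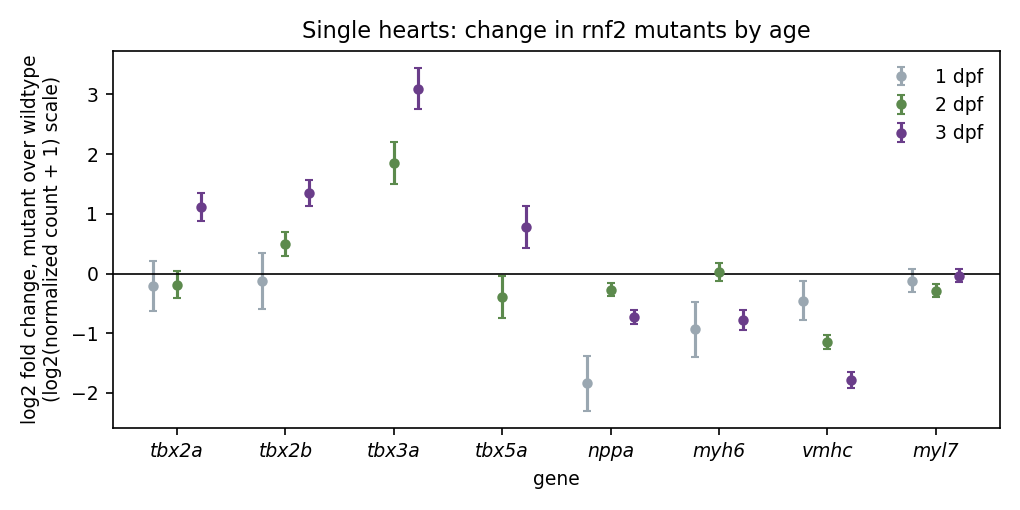
Log2 fold change of *tbx2a*, *tbx2b*, *tbx3a*, *tbx5a*, *nppa*, *myh6*, *vmhc* and *myl7* between mutant and wildtype hearts at 1, 2 and 3 dpf, with bars for the standard error of limma's fit. *tbx3a* and *tbx5a* have no value at 1 dpf, and *tbx3a* has the highest value at 2 and at 3 dpf among the genes shown.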

Single HeartsRNA-seq results at 1, 2, and 3 dpf indicate that the expression of *tbx3a* is significantly upregulated at 2 dpf and that expression of *tbx2a*, *tbx2b*, and *tbx3a* is significantly upregulated at 3 dpf in *rnf2* mutants (|Log2FC > 0|; padj < 0.01, Supplementary Fig. S4).

**Figure 6:**
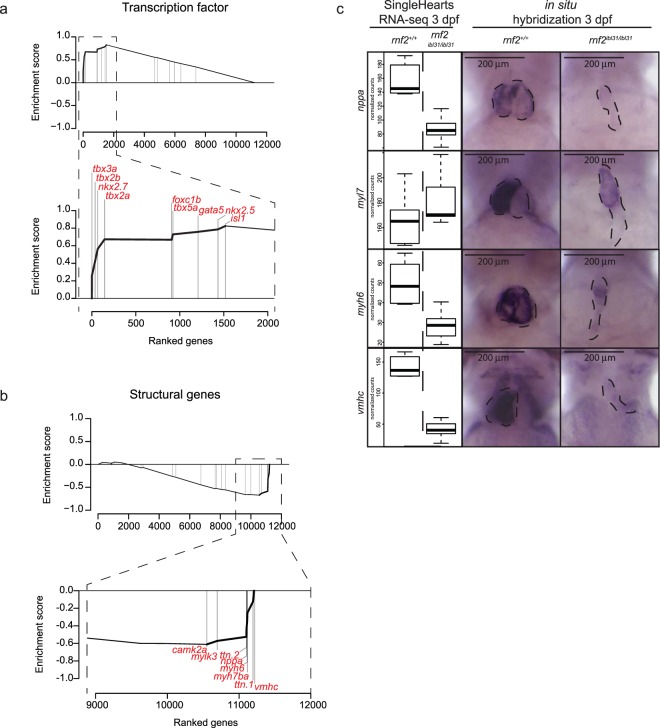
Cardiac chamber identity is disrupted in *rnf2* mutants at 3 dpf. (**a**) GSEA using the list of cardiac genes reported by Hill *et al*.^38^ indicates that the group of transcription factors is significantly enriched in being upregulated in *rnf2* mutant hearts at 3 dpf as detected by Single HeartsRNA-seq (FDR q-value = 0.001; NES = 1.96). The leading transcription factors (n = 9) are listed in the zoom of the GSEA plot. **(b)** GSEA indicates the annotation ‘Structural Group’ genes (n = 23) to be enriched for downregulation upon the *rnf2* mutation in hearts at 3 dpf. The leading genes (n = 8) are listed in the zoom of the GSEA plot. FDR q-value = 0.054; NES = −1.67. **(c)** Normalized counts as found by Single HeartsRNA*-*seq for *nppa*, *myl7*, *myh6*, and *vmhc* at 3 dpf in wildtype and *rnf2* mutant hearts with their accompanying whole mount *in situ* hybridizations. Scale bar is 200 µm.

The GSEA using the 3 dpf Single HeartsRNA-sequencing results additionally indicated an enrichment for downregulation of structural genes (FDR q-value = 0.054; NES = −1.67; Fig. 6b) and myocardial genes (FDR q-value = 0.043; NES −1.62). 

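Among the structural genes listed in Fig. 6b, *ttn.1*, *ttn.2* and *myh7ba* were called down at 3 dpf, and *mylk3* and *camk2a* were lower but not called. *ttn.1* had 48.4 ± 11.7 normalized counts in wildtype (SD, n = 10) and 15.9 ± 7.69 in mutants (SD, n = 9), a log2 fold change of -1.64 (standard error 0.190, limma, adjusted p = 5.84e-12), with every mutant heart below every wildtype heart. The log2 fold change of *ttn.2* was -0.80 (limma, adjusted p = 4.67e-07) and that of *myh7ba* -1.17 (limma, adjusted p = 0.000325). With every heart thinned to the same depth *myh7ba* was called in 6 of 20 random draws. *mylk3* had a log2 fold change of -0.73 (standard error 0.265, limma, adjusted p = 0.0656) with 8 of 9 mutant hearts below the wildtype median, and *camk2a*, counted at most 6 times in a heart, one of -1.0 (standard error 0.386, limma, adjusted p = 0.0874) with 8 of 9.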

The group of genes downregulated upon the *rnf2* mutation is enriched in structural genes such as: *vmhc*, *ttn*.*1*, *myh7ba*, *myh6*, *nppa*, *ttn*.*2*, *mylk3*, and *camk2a* (Fig. 6b). Amongst the genes that are leading there is the marker for the working myocard *nppa*, the atrium marker *myh6*, and the ventricle marker *vmhc*. We analyzed the expression of *nppa*, *myl7*, *myh6*, and *vmhc* by Single HeartsRNA-seq and additionally tested the spatio-temporal expression of these genes by whole mount *in situ* hybridization (WISH) (Fig. 6c, Supplementary Fig. S5). At 1 and 2 dpf the expression differences between wildtype and *rnf2* mutant hearts for these four genes are relatively small. 

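At 1 dpf the log2 fold changes were -0.12 for *myl7*, -0.93 for *myh6* and -0.45 for *vmhc*, with standard errors of 0.193, 0.457 and 0.327, and none of these genes was called (limma, adjusted p = 0.984, 0.971 and 0.971). At 2 dpf they were -0.27 for *nppa*, -0.28 for *myl7* and 0.026 for *myh6* (limma, adjusted p = 0.331, 0.268 and 0.985). *nppa* and *myl7* reached 247 and 233 UMIs in a heart at 2 dpf, close to the limit of the barcode, and after conversion to molecules their log2 fold changes were 0.20 and 0.0071. The change of *myh6* at 2 dpf is smaller than its standard error of 0.153.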

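At 1 dpf *nppa* had 17.2 ± 13.1 normalized counts in wildtype (SD, n = 9) and 4.27 ± 3.77 in mutants (SD, n = 8), a log2 fold change of -1.84 (standard error 0.458, limma, adjusted p = 0.0584), with 8 of 8 mutant hearts below the wildtype median. It was called when only genes with a mean of at least 1 normalized count were tested (adjusted p = 0.00879). Wildtype replicate 7 had 49.7 normalized counts, far above the other wildtype hearts, and without it the log2 fold change was -1.62. With all hearts thinned to the smallest one at 1 dpf, a step chosen after the data were seen, its median over 20 random draws was -1.70 (from -2.69 to -0.88). It was called in none of them, but neither was any of the 6 genes called at full depth, so this does not decide on *nppa*. At 2 dpf *vmhc* had 147 ± 28.8 normalized counts in wildtype (SD, n = 13) and 66.6 ± 17.7 in mutants (SD, n = 9), a log2 fold change of -1.14 (standard error 0.118, limma, adjusted p = 9.24e-14), with all 9 mutant hearts below the wildtype median.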

We found *nppa* and *vmhc* to be significantly downregulated in *rnf2* mutant hearts at 1 dpf and 2 dpf, respectively. Single HeartsRNA-seq results at 3 dpf indicate that the expression of *nppa*, *myh6*, and *vmhc* is significantly decreased in *rnf2* mutants (|Log2FC > 0|; padj < 0.01, Fig. 6c).

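At 3 dpf *vmhc* had 133 ± 22.7 normalized counts in wildtype (SD, n = 10) and 39.1 ± 11.4 in mutants (SD, n = 9), a log2 fold change of -1.78 (standard error 0.137, limma, adjusted p = 2.53e-22), and every mutant heart lay below every wildtype heart. *nppa* had 145 ± 34.9 normalized counts in wildtype (SD, n = 10) and 85.9 ± 17.0 in mutants (SD, n = 9), a log2 fold change of -0.73 (standard error 0.120, limma, adjusted p = 1.08e-06), and 9 of 9 mutant hearts lay below the wildtype median. *myh6* had 43.8 ± 8.36 normalized counts in wildtype (SD, n = 10) and 25.8 ± 7.48 in mutants (SD, n = 9), a log2 fold change of -0.78 (standard error 0.172, limma, adjusted p = 0.000479), with 9 of 9 mutant hearts below the wildtype median. With every heart thinned to the same depth, *nppa* stayed called in 20 of 20 random draws and *myh6* in 7 of 20. *myl7* had a log2 fold change of -0.035 (standard error 0.103, limma, adjusted p = 0.885), but its counts reached 229 UMIs, and after conversion to molecules the log2 fold change was 0.31. The paper relates the lower chamber markers to the higher *tbx2a*, *tbx2b* and *tbx3a* and proposes that chamber identity is not maintained in mutant hearts.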

## Discussion

### *Rnf2* mutants show a pleiotropic phenotype

In this study zygotic *rnf2* mutant embryos (*rnf2*^*ibl31/ibl31*^) are used as a model for loss of PRC1 and H2AK119ub^8,26^. These mutant embryos display defects in the maintenance of cellular identity and organ integrity^8,26^. Rnf2 is the only catalytic subunit of PRC1 in zebrafish and therefore disrupting Rnf2 is informative of PRC1’s putative role in zebrafish development.

The *rnf2* mutation results in a pleiotropic phenotype in zebrafish embryos at 3 dpf^8^. A multitude of genes and processes were described to be affected upon the loss of Rnf2^8,26^, however no genome-wide molecular expression datasets are available for these mutants. Since Rnf2 is an epigenetic modifier, ChIP-sequencing can give insight in its mode of action and RNA-sequencing can elucidate its downstream effects. With bright field microscopy and WISH analyses we studied the *rnf2* mutant phenotype on a global level. Next to the described phenotypes of *rnf2* mutants^8,26^, we observed a heart edema accompanied by a tubular heart. WISH analyses suggest developmental organ defects of the intestine, pancreas, and liver at 3 dpf. If the observed differences are due to organ defects, they could result from defects in differentiation, cell proliferation, or tissue maintenance, as well as a combination of these three, as PcG proteins are described to play a role in these processes^45^. In this study we focused on heart development.

### H3K27me3 is retained upon *rnf2* mutation

H2AK119ub, the mark deposited by PRC1, and more specifically, by its enzymatic subunit Rnf2, is described to stabilize H3K27me3^9^. In addition, also a role for PRC1 in the recruitment of PRC2 is proposed^12,13^. Therefore, loss of H3K27me3 was considered to occur in the absence of Rnf2. However, many studies also reported that the loss of PRC1 does not affect H3K27me3 deposition^23,30–34^. We used our PRC1 null model (*rnf2* mutants) to study this process *in vivo* and show that H3K27me3 deposition at 3 dpf is retained upon loss of Rnf2/PRC1, which is thus in line with the majority of these previous reports^23,30–34^. Based on our data one could even argue that the *rnf2* mutation results in a slight increase in H3K27me3 levels. We study whole embryo lysates and therefore this slight increase can be due to more H3K27me3 deposition within the cell, however it can also be due to changes in the abundance of cells that repress these genes via an H3K27me3-mediated manner. This could also be the reason why we do not detect a loss of H3K27me3 in the absence of Rnf2, as changes in individual cells will be overshadowed by the signal detected in the bulk of all cells analyzed.

### The *rnf2* mutation results in derepression of genes decorated by Rnf2

A subset of genes was found to lose Rnf2-mediated repression and this subset was detected to be significantly upregulated in *rnf2* mutants; however, they retain H3K27me3-mediated repression at the whole embryo lysate level. A potential explanation for gene upregulation, whilst they are decorated by H3K27me3, could be derived from the type of sample that has been used. The samples are lysates from whole embryos at 3 dpf, in which many cell types are present and the sequencing results give an average of the signal coming from across all those different cell types. Therefore, overall gene upregulation could be caused by cells in which these genes are not repressed by H3K27me3.

### The role of epigenetics in heart development

The role of epigenetics in cardiac development has gained more attention over the years, as reviewed by Vallaster *et al*., and Shirai *et al*.^46,47^. Zebrafish hearts are of high interest due to their regenerative capacity and epigenetics is also implied to be important in this process, as reviewed Quaife-Ryan *et al*.^48^. Therefore, it is of essence to better understand the role of epigenetics in heart tissue specification, maintenance, and regeneration. To unravel important regulators of cardiac development, studies have been performed that aimed to make a roadmap of the transcriptome and epigenome during myocardial differentiation^49,50^. Other approaches focus on chromatin remodelers and the identification of enhancers to gain insight in the role of epigenetics in heart development^51,52^. Many histone modifiers are described to play a role during cardiac development, such as histone deacetylases, HDACs^53,54^, H3K4me3 methyltransferase^55^, and also the PRC2-component Ezh2^56–58^.

The PRC1-variant containing Mel18 was described to be essential for specification of mesodermal cell fate, by preventing alternative lineage commitment^29^. In line with that, the PRC1-component Bmi1 was shown to act as a barrier during cardiac reprogramming in mouse cells^59^. Interestingly, a role in cardiac development *in vivo* for both Mel18 and Bmi1 has not been established^60,61^. That Mel18-PRC1 and Bmi1-PRC1 do not play a role in cardiac development does not exclude the possibility that any of the other PRC1 variants do. A role for Rnf2 in cardiac development has not been described *in vivo*, so far. In our current study we show that depletion of Rnf2 affects heart morphology and gene expression during zebrafish development.

A study on H3K4me3 methyltransferases in zebrafish heart development has shown that a decrease in H3K4me3 results in a linear shaped heart, similar to the *rnf2* mutants. However, in that study the heart markers *myl7*, *vmhc*, and *myh6* were reported not to be affected at 2 dpf upon decrease of H3K4me3^55^. This is in contrast to the *rnf2* mutants, as we observe at 2 dpf significant downregulation of *vmhc* expression. A previous study from our lab using maternal zygotic *ezh2* mutants also shows a linear shaped heart upon the mutation of the catalytic subunit of PRC2. Altogether, these results indicate that a similar phenotype can have different causes and different epigenetic signatures, as both a loss of H3K4me3, H3K27me3, and H2AK119ub result in a linear shaped heart phenotype^55,58^.

### Repression of *tbx*-genes by Rnf2 is important for cardiac development

At early stages (1 and 2 dpf) we found the expression of cardiac genes in *rnf2* mutant hearts to be more or less similar to wildtype hearts, therefore we hypothesize that maternal *rnf2* RNA and Rnf2 protein are sufficient for correct cell specification in the *rnf2* mutants. On top of that, as most PcG proteins, Rnf2 is expected to be mostly involved in tissues maintenance rather than tissue specification^8,19,23,26,58^.

Since we observe an upregulation of *tbx*-genes in a system in which we mutate a transcriptional repressor, we analyzed our Rnf2 ChIP-seq results on whole embryo lysates and found that the *tbx3a* gene is bound by Rnf2 and decorated by H3K27me3 in the wildtype situation. This observation strongly hints towards Polycomb-mediated regulation of Tbx3. Literature describes that this is not zebrafish-specific, since Pcl2 (PRC2 subunit) knock-out murine ESC show an upregulation of *Tbx3*^62^. Research has revealed that when Tbx2/3 forms a complex with Gata and Nkx, it locally represses chamber myocardial gene expression and thereby enhances the formation of the conduction system^63^. Tbx2/3 are described to directly repress, amongst others, the myocardial gene *nppa* to allow for the formation of the conductive system in the heart^64,65^. *Z*ebrafish *rnf2* mutants show a malformed heart and our 3 dpf Single HeartsRNA-seq dataset shows that *nppa* is significantly downregulated, which we validated by WISH experiments. Tbx2/3 overexpression in mouse embryos results in a heart looping defect and the lack of cardiac chambers^66,67^. In these murine embryos the chamber-myocardial gene program is not correctly set up. Interestingly, the *rnf2* mutant zebrafish embryos also show a heart in which the atrium and ventricle are not well developed.

Furthermore, Tbx5 competes with Tbx2/3 to form a complex with Nkx and Gata, and this complex has an activating effect on gene expression^66^. Early stages of *rnf2* mutants show correct *tbx5* levels, most likely due to the maternal load of *rnf2*^8^. However, at 3 dpf we detect *tbx5a* to be upregulated in the heart upon the *rnf2* mutation and whole embryo lysate ChIP-seq indicates that the *tbx5a* gene is decorated by Rnf2 and H3K27me3. 

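In the hearts at 3 dpf *tbx5a* had 2.05 ± 1.46 normalized counts in wildtype (SD, n = 10) and 3.84 ± 1.62 in mutants (SD, n = 9) (standard error of the log2 fold change 0.348, limma, adjusted p = 0.158), with 7 of 9 mutant hearts above the wildtype median and at most 9 UMIs in a heart. In the whole embryos it had 58.6 ± 14.1 normalized counts in wildtype (SD, n = 8) and 113 ± 9.98 in mutants (SD, n = 7), a log2 fold change of 0.97 (standard error 0.142, limma plain test, adjusted p = 1.26e-05), with every mutant library above every wildtype library, and it did not pass the test against a log2 fold change of 1 (adjusted p = 1.00).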

Overexpression of *tbx5 in vitro* has been reported to represses proliferation and cell growth^68^, which is in line with our observations. In contrast, *rnf2* mutant zebrafish were reported to have greatly reduced expression of *tbx5* at the pectoral fin mesenchyme, which is correlated to the absence of pectoral fins in these mutants^8^ and interestingly, the loss of Tbx5 results in a stringy heart in zebrafish embryos^69^.

These studies and our observations indicate that tight regulation of *tbx2a*, *tbx2b*, *tbx3a*, and *tbx5a* is required for proper heart development. Since three Tbx2/3 variants are overexpressed in the *rnf2* mutant heart to a larger extent than *tbx5a*, we suggest that overexpression of *tbx2/3* is the main driver of the observed myocardial phenotype. We therefore postulate that the overall downregulation of myocardial genes is the result of inadequate activation or maintenance of the chamber-myocardial gene expression program, which results in defects in maintenance of cell identity. Studies by others indicate that Rnf2 is an important player in the maintenance of tissue integrity in a wide variety of systems, and the zebrafish data on single hearts from *rnf2* mutants adds to this list^8,19,23,26^. We hypothesize that the molecular pathway that allows for the formation of the conductive system is partially regulated by Rnf2 and that this ensures the correct balance in chamber and conductive cell identity within the heart. Disruption in this balance results in defects in cardiac development and functioning.

## Methods

### Zebrafish genetics and strains

Zebrafish (*Danio rerio*), were housed at 27.5 °C in a 14/10 h light/dark cycle. The evening before spawning, one male and one female were placed into a tank with a divider and the following morning, at the moment the light switched on, the fish were placed together for breeding. Embryos were collected and staged according to Kimmel *et al*.^70^. The *rnf2*^*ibl31/ibl31*^ zebrafish were out-crossed with wildtype (TLF) or with *Tg(myl7::GFP)*^8,36^. All methods were carried out in accordance with relevant guidelines and regulations of national animal welfare laws.

### Genotyping

DNA was purified from embryos or from caudal fin tissue, taken from anesthetized adult zebrafish. Genotype analysis was performed by PCR using the primer set forward: 5′-TCTAAGCGCTCTCTTCGTCCAGA-3′ and reverse: 5′-ACAAGAGGATTTGTAACAAAGCCG-3′, followed by digestion of the PCR product with restriction enzyme *Taq1* to identify the *rnf2*^*ibl31/ibl31*^ allele^8^. The agarose gel was imaged using the Gel Doc XR+ Imaging System (Bio-Rad), in combination with Image Lab Software (Bio-Rad). After acquisition, the image color was inverted and the levels were adjusted, using Photoshop, to visualize all bands for correct genotyping.

### Whole mount *in situ* hybridization

Dechorionated embryos were fixed overnight at 4 °C in 4% PFA (Aurion, 151710) in PBST (PBS with 0.1% Tween-20), after which they were gradually transferred to and stored in 100% methanol. To prevent probe trapping, the heart edema of 3 dpf *rnf2* mutant embryos was pierced with watchmaker forceps (INOX5). Embryos were treated with proteinase K. Whole mount *in situ* hybridization was performed as described previously^71^. *Trypsin* and *fabp10* probes were generated by PCR from cDNA from 1 dpf wildtype embryos using the following primers: forward *trypsin* CAGG CCCTTTAGTGAGGGTTAATT TGTCTGCTGCTCACTGGTAC; reverse *trypsin* CAGG TAATACGACTCACTATAGGG GTCCTTGCCTCCCTCCATAA. Forward *fabp10* CAGG CCCTTTAGTGAGGGTTAATT GTTGAGCTTCTCCAGAAAGCATG, reverse *fabp10* CAGG TAATACGACTCACTATAGGG GATCATGGTGGTTCCTCCGA. T7 polymerase was used to generate the anti-sense probes. After WISH the embryos were mounted in 4% methylcellulose and imaged by light microscopy on a Leica MZFLIII, equipped with a DFC450 camera. The embryos were genotyped after imaging.

### Immunostainings

Dechorionated embryos were fixed overnight in 4% PFA in PBST at 4 °C. After fixation, embryos were gradually transferred to and stored in 100% methanol. Before immunostaining embryos were transferred stepwise to PBST. Rabbit anti-Ring1b antibody from Cell Signaling Technology was used (RING1B Cell Signaling D22F2 1:4000). Antibody incubation was followed by a secondary antibody and subsequent DAB staining (EnVision+ System-HRP (DAB) k4010). The embryos were mounted in 4% methylcellulose and imaged by light microscopy on a Leica MZFLIII, equipped with a DFC450 camera. The embryos were genotyped after imaging.

### ChIP-sequencing

Embryos from a *rnf2* heterozygous incross were sorted for the *rnf2* pleiotropic phenotype at 3 dpf. These phenotypical mutants are used for the *rnf2* mutant sample. The *rnf2* mutation has a 100% penetrance and no false positives have been detected by genotyping after phenotypic screening. As controls we used a wildtype strain from the same genetic background. Pools of 80 to 100 embryos of 3 dpf were fixed, deyolked, and homogenized using pestles and sonicated to release and isolate the chromatin. Chromatin was stored at −80 °C. For spike-in experiments 30 µg zebrafish chromatin was mixed with *Drosophila* spike-in chromatin and incubated overnight with H2Aγ and RING1B antibodies (H2Aγ Active Motif 104597; RING1B cell signaling D22F2) or with H2Aγ and H3K27me3 antibodies (H2Aγ Active Motif 104597; Millipore 07–449). After overnight antibody incubation, the chromatin was extensively washed. The resulting ChIP-DNA was used as input for KAPA-HYPERprep library preparation. Libraries were paired-end sequenced (43 bp read-length) on an Illumina NextSeq500 platform. For wildtype and *rnf2* mutant samples, two and three replicates were used, respectively.

### ChIP-sequencing analyses

In order to avoid biases due to differences in the efficiency of the sequencing runs, spike-in ChIP-seq reads were mapped to the *Drosophila melanogaster* genome v6 using bwa mem version 0.7.15^72^ with default settings. Multimapping reads were excluded using samtools version 1.3.1^73^ and duplicated reads were removed with Picard (http://broadinstitute.github.io/picard/). Once we obtained the number of reads mapped per sample, we normalized them based on the sample of each experiment with lowest number of mapped reads, by removing random reads accordingly. After this, remaining ChIP-seq reads were mapped to the GRCz10/danRer10 using bwa mem version 0.7.15^72^ with default settings. Multimapping reads were excluded using samtools version 1.3.1^73^ and duplicated reads were removed with Picard (http://broadinstitute.github.io/picard/). Peaks were called using MACS 2.1.1.20160309^74^ relative to the input track using the options -f BAMPE -g 1.3e9 -q 1e-2–broad –broad-cutoff 1e-1. Peaks 1 kb or closer from each other were merged, and H3K27me3 peaks narrower than 100 nt were discarded. Intersecting peaks were considered for replicates using GenomicRanges^75^. Peaks overlapping peaks called in the input track were excluded. Clustering of peaks was done using the union of the remaining peaks found in wildtype Rnf2 and H3K27me3 ChIPs and *rnf2* mutant H3K27me3 ChIP, considering only those overlapping promoter regions (400 nt upstream–100 nt downstream of the transcription start site). Clustering and visualization of the peaks (i.e. heatmaps, bandplots and profiles) was done using fluff version 2.1.3^76^. GO term analysis for biological process on genes of cluster 3 was performed with Cytoscape 3.3.0 using the ClueGO 2.2.4 plugin with default settings. To reduce redundancy in biological process GO terms, GO term fusion and GO term grouping was applied and the groups were plotted with group p-value corrected with Bonferroni step down.

### Gene set enrichment analyses

For whole embryo lysates, gene set enrichment analyses were performed using the GSEA software version 3.0 from the Broad Institute^77^ using default parameters, comparing gene counts from *rnf2* mutants and wildtypes, normalized with DESeq2 1.28.0^78^. As gene sets, genes belonging to the promoter regions of the five different clusters were considered. For single hearts, gene counts from 3 dpf wildtype and *rnf2* mutant samples were compared after data normalization with Monocle version 2.4.0^79^. As gene sets, a hand-curated list of heart markers^38^ classified by “Annotation” was used.

### RNA-sequencing of whole embryo lysates

Embryos from a *rnf2* heterozygous incross were sorted for the *rnf2* phenotype at 3 dpf. These phenotypical mutants are used for the *rnf2* mutant sample. As controls a wildtype strain from the same genetic background was used. Pools of 11 to 23 embryos of 3 dpf were homogenized in TRIzol. The ZYMO RNA microprep kit was used to isolate RNA and treat the samples with DNAseI. Subsequently, 750 ng RNA was used as starting material. rRNA was depleted using the Illumina RiboZero kit, followed by fragmentation, cDNA synthesis, and KAPA-HYPERprep library preparation. Libraries were paired-end sequenced (43 bp read-length) on an Illumina NextSeq500 platform. For wildtype and *rnf2* mutant samples, eight and seven replicates were used, respectively.

### RNA-sequencing analyses

RNA-seq reads were mapped to the *D*. *rerio* genome (GRCz10/danRer10) with the Ensembl gene annotation v87 using STAR^80^ version 2.5.2b with default parameters and –quantMode on “GeneCounts” to obtain quantification of expression levels. Analysis of differentially expressed genes was done with DESeq2 1.28.0^78^ after removing the batch effect on all samples with RUVSeq 1.10.0^81^.

### Fluorescent imaging

Embryos from a *Tg(myl7::GFP);rnf2* heterozygous incross were anaesthetized in MS-222 and embedded in 1.5% low-melting-point agarose (Sigma). The embryos were imaged by light microscopy on a Leica MZFLIII, equipped with a DFC450 camera. The embryos were genotyped after imaging.

### SPIM-imaging

Embryos from a *Tg(myl7::GFP)*_*rnf2* heterozygous incross were injected with α-Bungarotoxin at the one-cell stage^82^. As controls we used embryos from a *Tg(myl7::GFP)* incross, which were also injected with α-Bungarotoxin at the one-cell stage^82^. At 1 dpf the embryos were embedded for SPIM imaging in 1.5% low-melting-point agarose (Sigma) in FEP tubes (Bola, S1815-04). We used the custom build multidirectional selective plane illumination microscopy (mSPIM) as described before^83^. Photos were taken with a 20-minute interval and the images were synchronized. The stages in which both the ventricle and atrium are dilated were used for data visualization by Imaris software (bitmap). The embryos were genotyped after imaging.

### Single HeartsRNA-sequencing

Hearts were manually dissected from 1, 2, or 3 dpf *Tg(myl7::GFP)* positive embryos from an *rnf2* heterozygous incross using watchmaker forceps (INOX5) and placed into Eppendorf LoBind tubes with TRIzol (Ambion), rapidly frozen in liquid nitrogen, and stored at −80 °C prior to further processing. The remainder of the embryos was individually collected in methanol and used for genotyping. RNA was extracted from the wildtype and *rnf2* mutant hearts using TRIzol reagent (Ambion) according to the manufacturer’s manual. After RNA extraction, pellets were resuspended with barcoded primers. Primers consisted of a 24 bp polyT stretch, a 4 bp random barcode, a unique 8 bp sample-specific barcode, the 50 Illumina adaptor (as used in the TruSeq small RNA kit), and a T7 promoter for *in vitro* transcription^84^. The RNA samples were subsequently reverse transcribed, pooled, and *in vitro* transcribed for linear amplification with the MessageAmpII kit (Ambion) according to the CEL-seq protocol^42^. Illumina sequencing libraries were prepared with the TruSeq small RNA sample prep kit (Illumina) and sequenced single-end at 75 bp read length on an Illumina NextSeq. 500 instrument.

### Single HeartsRNA-sequencing analyses

Raw reads were processed to obtain expression levels following the pipeline designed for the CEL-Seq method^42^ using the scripts available at https://github.com/yanailab/CEL-Seq-pipeline. Data normalization and differential gene expression analyses were done with Monocle version 2.4.0^79^. Samples were filtered according to +/−2 SD cut-off in the amounts of mRNA that is detected in the sample after log transformation. Genes expressed in at least 25% of the samples at a given developmental stage were used for differential gene expression analysis and GSEA.

## Supplementary information

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

## Data Availability

The ChIP-seq data and RNA-seq data from whole embryo lysates and the single hearts discussed in this manuscript have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE114038.

# Supplementary material for: Loss of the Polycomb group protein Rnf2 results in derepression of tbx-transcription factors and defects in embryonic and cardiac development
**Source:** Sci Rep. 2019 Mar 13;9:4327. doi: 10.1038/s41598-019-40867-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplemental Information**

### **Loss of the Polycomb group protein Rnf2 results in derepression of *tbx*-transcription factors and defects in embryonic and cardiac development**

Naomi D. Chrispijn, Dei M. Elurbe, Michaela Mickoleit, Marco Aben, Dennis de Bakker, Karolina

M. Andralojc, Jan Huisken, Jeroen Bakkers, Leonie M. Kamminga

## Supplementary figure legends

**Supplementary Figure S1. Zygotic *rnf2* mutants lack Rnf2 protein.** Lateral and dorsal view of immunostaining for Rnf2 at 2 dpf on *rnf2* mutants and wildtype siblings. Brown (DAB) staining is visible anteriorly, dorsally, and in intestinal tissue (arrow) in wildtype embryos and is absent in *rnf2* mutants. Scale bar is 1 mm.

**Supplementary Figure S2. Quality check of the RNA-sequencing results and transcript levels of organ markers. (2A)** Hierarchical clustering based on the Euclidian Distances of 8 replicates of wildtype embryos at 3 dpf and 7 replicates of *rnf2* mutant embryos at 3 dpf. **(2B)** Boxplots comparing the normalized counts as detected by RNA-sequencing for *fabp2*, *fabp10*, *try*, and *myl7* in wildtype and *rnf2* mutant embryos at 3 dpf.

**Supplementary Figure S3. Sample filtering and quality assessment of replicates of SingleHeartsRNA-seq. (3A)** Original agarose gel image of genotyping results shown in Figure 5. M indicates the DNA ladder. Samples 1-8 show representative genotyping results to identify wildtype, heterozygotes, and mutants. **(3B)** The table indicates the number of replicates that were isolated and included in generation of the sequencing library. **(3C)** The total mRNA of each sample was log transformed and samples that differed more than 2 standard deviations from the mean at the given time point were excluded from downstream analyses. The green open dots indicate the samples that were included in the analysis; the red dots indicate the samples that were removed. **(3D)** The table indicates the number of replicates that were used for downstream analyses after

filtering. **(3E,F,G)** Hierarchical clustering (Euclidian distance) of the samples used for SingleHeartsRNA-seq analyses per developmental time point.

**Supplementary Figure S4. Gene expression of *tbx2a*, *tbx2b*, *tbx3a*, and *tbx5a* at 1, 2, and 3 dpf.** Normalized counts as found by SingleHeartsRNA-seq for *tbx2a*, *tbx2b*, *tbx3a*, and *tbx5a* at 1, 2, and 3 dpf for *rnf2* mutant embryos and wildtype siblings (**4A,B,C**). No counts for *tbx3a* and *tbx5a* were detected at 1 dpf.

**Supplementary Figure S5. Cardiac marker gene expression at 1 and 2 dpf.** Normalized counts as found by SingleHeartsRNA-seq for *nppa*, *myl7*, *myh6*, and *vmhc* at 1 dpf (**4A**) and 2 dpf (**4B**) with their accompanying whole mount *in situ* hybridizations for *rnf2* mutant embryos and wildtype siblings. Scale bar is 200  $\mu$ m.

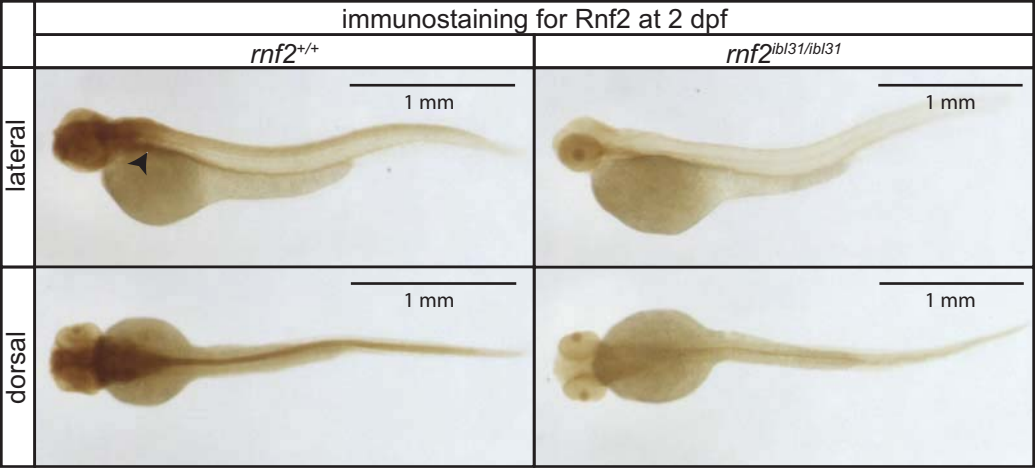

a

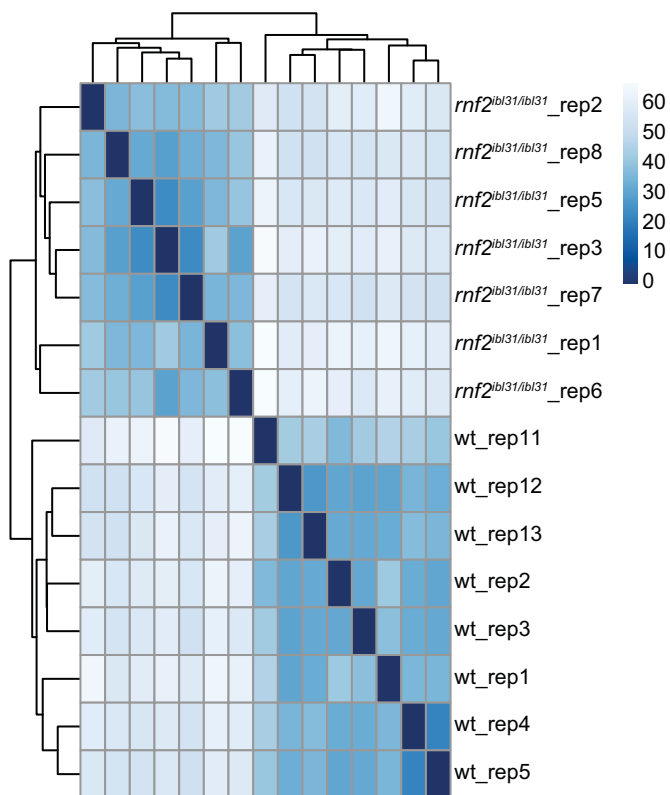

b

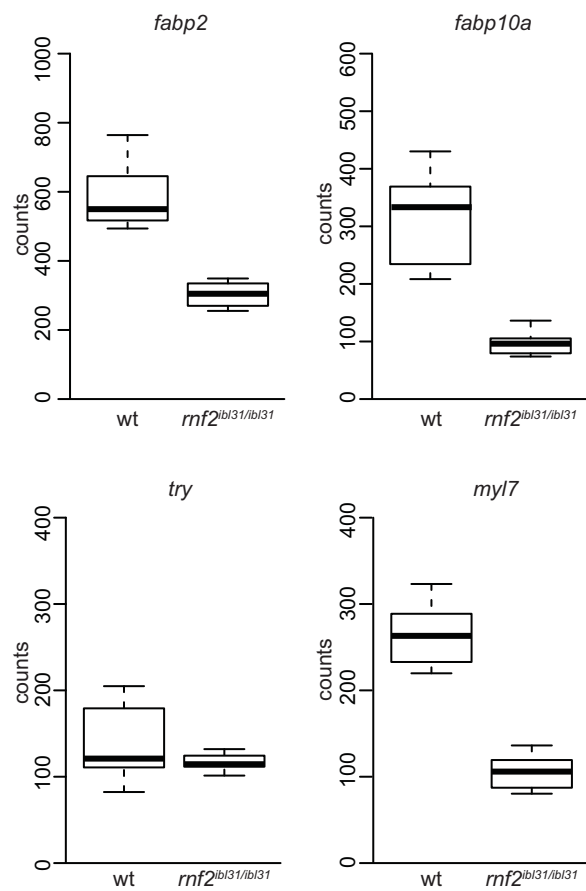

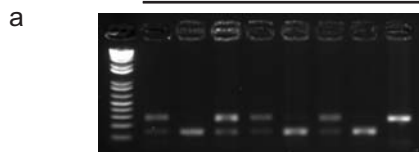

b

| Number of hearts<br>per genotype/per stage isolated |                           |                                   |
|-----------------------------------------------------|---------------------------|-----------------------------------|
|                                                     | <i>mf2</i> <sup>+/+</sup> | <i>mf2</i> <sup>ibl31/ibl31</sup> |
| 1 dpf                                               | 11                        | 8                                 |
| 2 dpf                                               | 14                        | 10                                |
| 3 dpf                                               | 11                        | 9                                 |

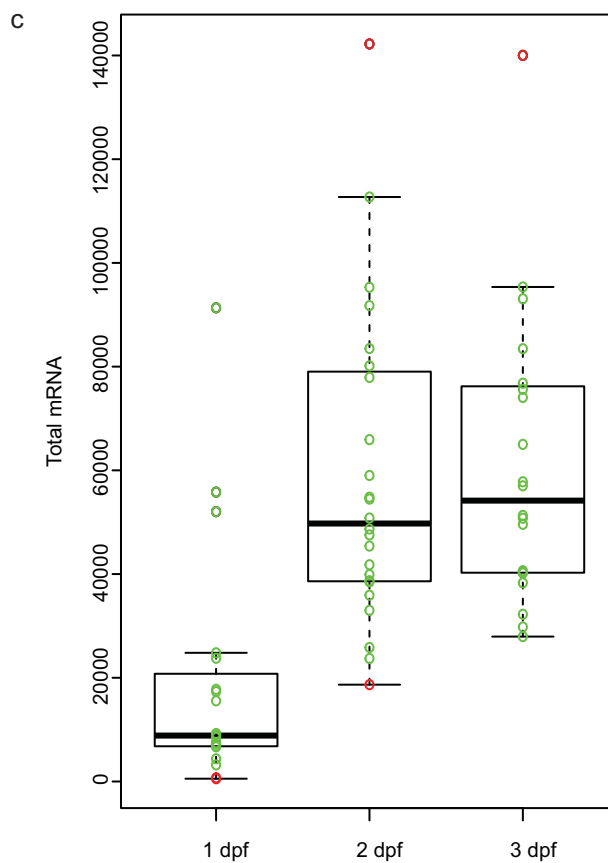

d

| Number of hearts<br>per genotype/per stage analyzed |                           |                                   |
|-----------------------------------------------------|---------------------------|-----------------------------------|
|                                                     | <i>mf2</i> <sup>+/+</sup> | <i>mf2</i> <sup>ibl31/ibl31</sup> |
| 1 dpf                                               | 9                         | 8                                 |
| 2 dpf                                               | 13                        | 9                                 |
| 3 dpf                                               | 10                        | 9                                 |

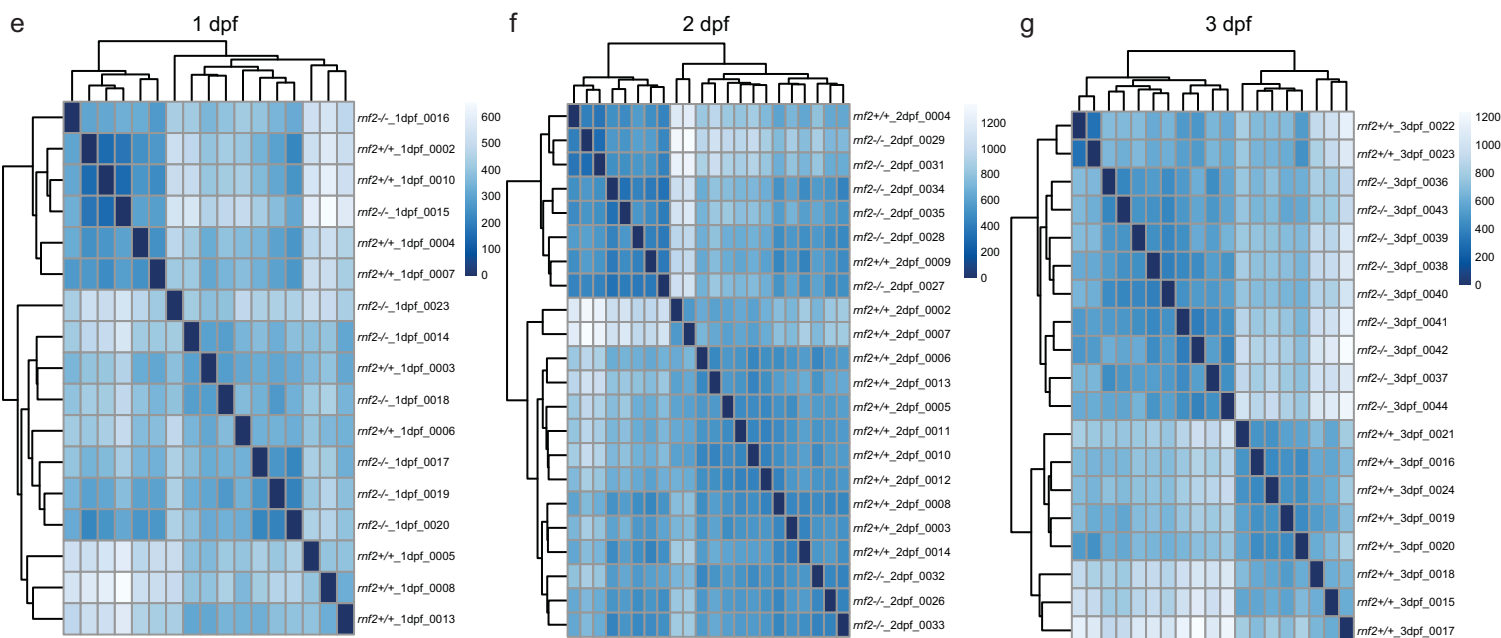

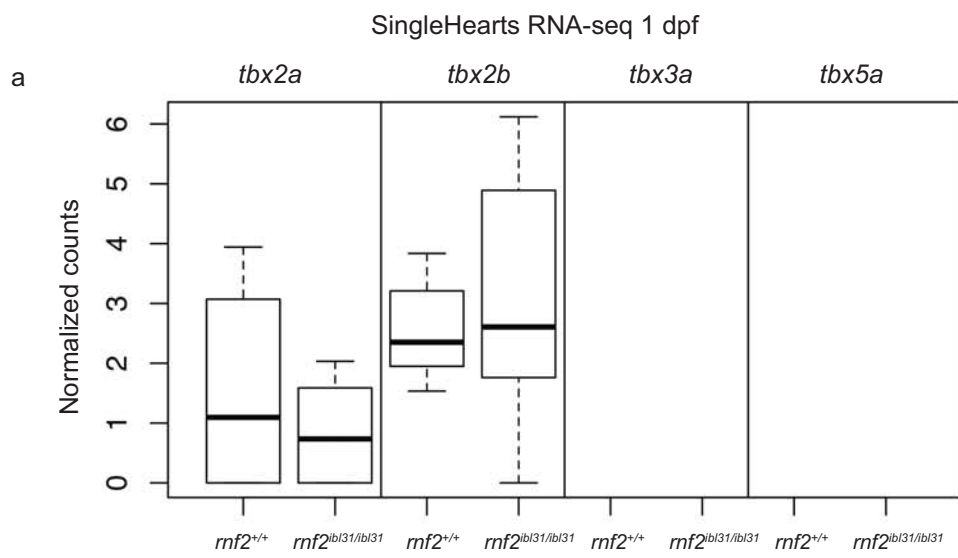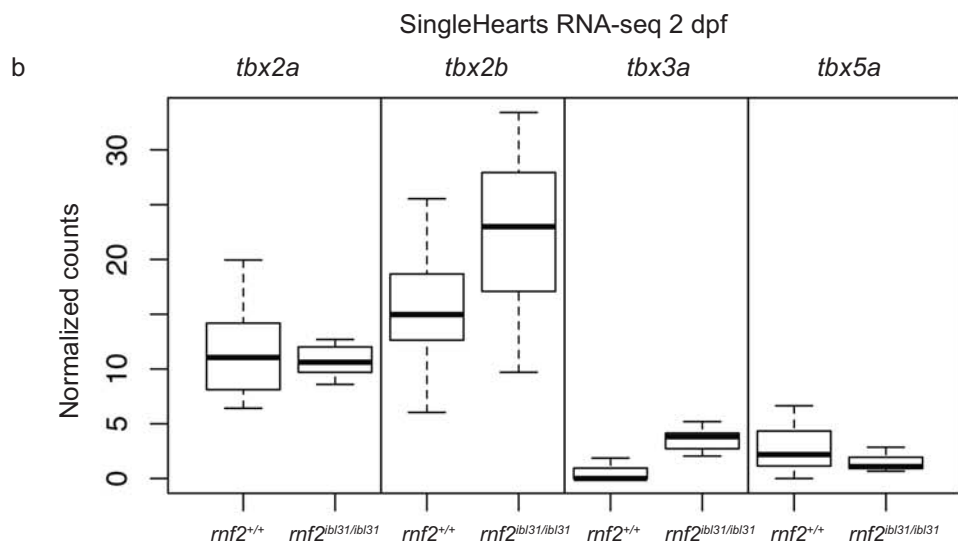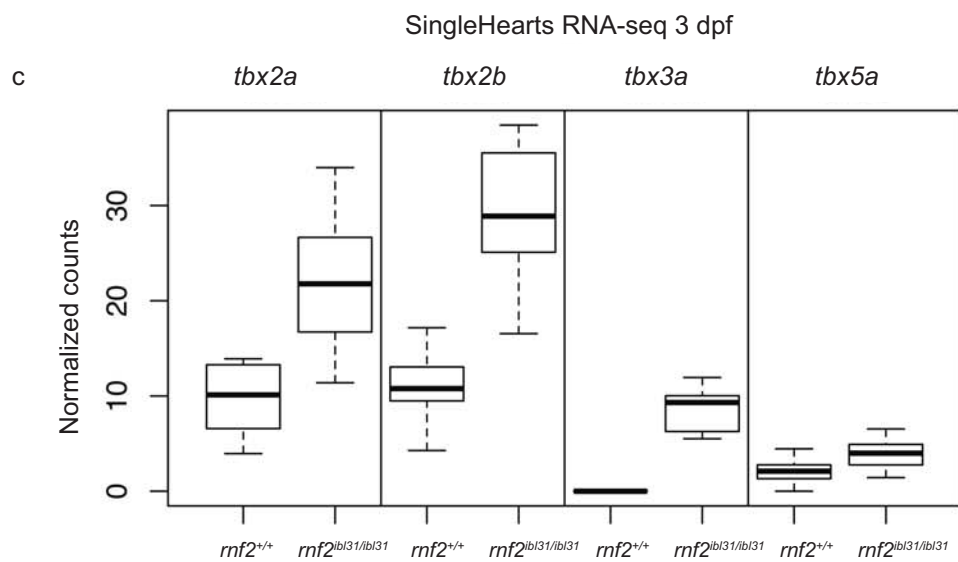

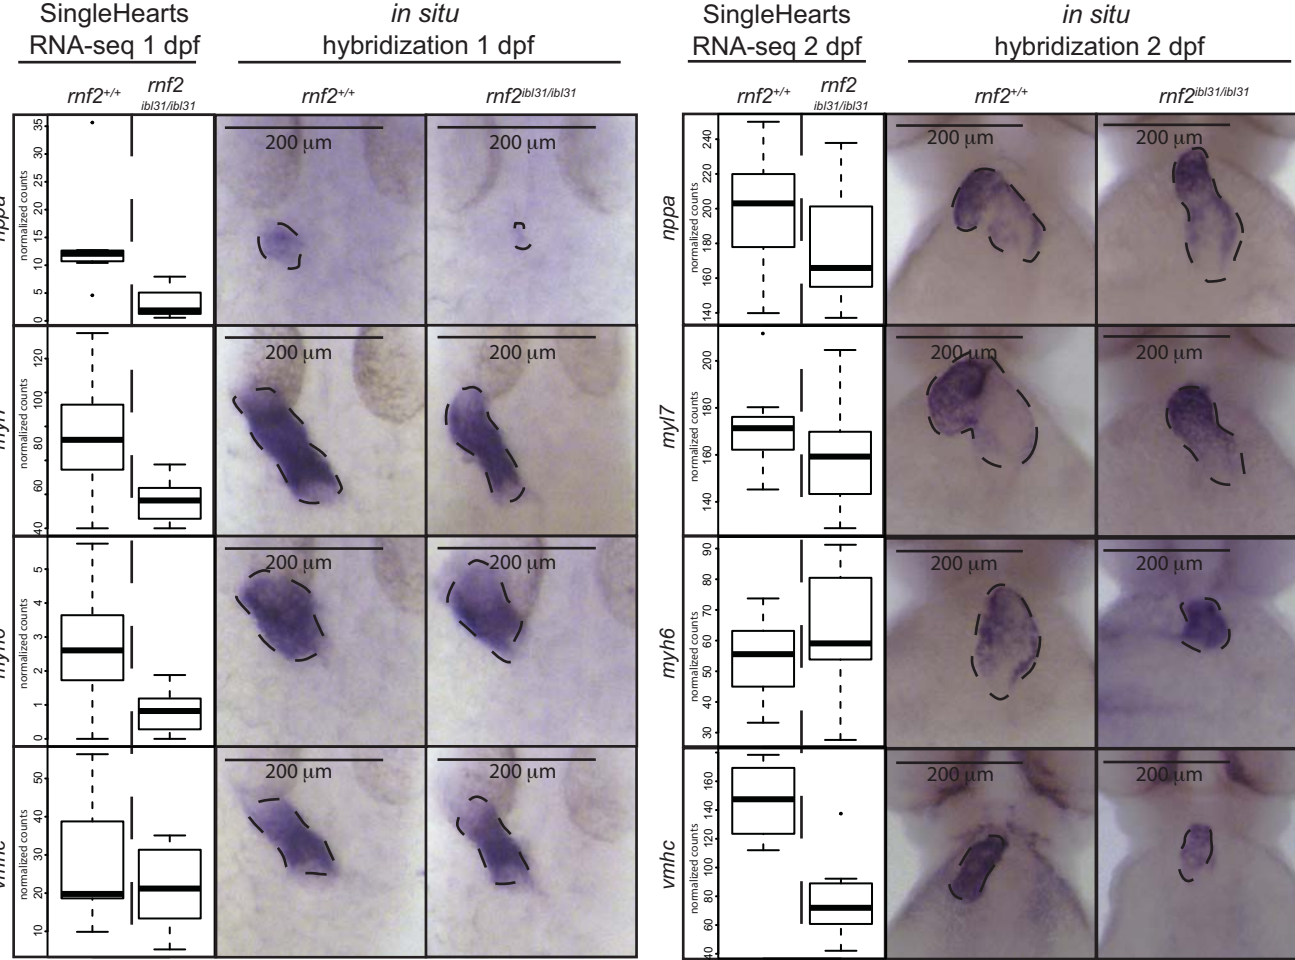

Chrispijn et al. - Supplementary Figure S4

How the deposited data were processed for this re-analysis (not part of the article)

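The data from zebrafish embryos were ChIP-seq of Rnf2 and H3K27me3 at 3 dpf, RNA-seq of whole embryos at 3 dpf and RNA-seq of single hearts at 1, 2 and 3 dpf. Samples were grouped by genotype, wildtype against *rnf2* mutant, within each kind of data and age.

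For ChIP-seq the authors mapped reads to GRCz10 with bwa, removed reads at random by the counts of *Drosophila* spike-in reads and called broad peaks with MACS. The deposited peak lists give for each peak its position, a ratio (the authors' fold enrichment) and a −log10 p and −log10 q value. The samples were 2 wildtype and 3 mutant samples per antibody and 1 input per genotype. The sample labels and the deposited description differ on which of them had a spike-in, and wildtype replicate 2 is not marked as normalized. The strain is labelled TU/TLF mixed for all ChIP-seq samples and hearts and for mutant whole embryos, and TLF for wildtype whole embryos. Peaks at most 1000 bp apart were merged, H3K27me3 peaks under 100 bp were to be left out, and peaks that overlap a peak of either of the 2 inputs were removed. Numbers of peaks per sample were compared by a two-sided exact permutation test. Overlaps of at least 1 bp were counted between peaks shared by the replicates, and compared with 1000 random placements of each peak on its own chromosome, up to the highest peak end seen on it. Shares have a 95% Wilson interval, which covers counting error only. The alternatives were an overlap of at least 50% of the peak, no merging, input peaks left in place, the union of the replicates, a stricter threshold (the median −log10 q value of all peaks of that antibody, 2.34 for Rnf2 and 3.51 for H3K27me3), and each replicate left out in turn. The depth behind these peaks is unknown.

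For whole embryos the authors mapped with STAR, counted reads per gene and normalized with DESeq2, with RUVSeq against batch effects. The deposited values are a signal, namely counts divided by 1 size factor per library by the authors, and not raw counts. Every value above 0 was a whole multiple of 1 step in 73 of 73 RNA libraries, so that whole reads or UMIs were recovered for the alternatives that need counts. The libraries were 8 wildtype and 7 mutant pools with between 4711185 and 12585927 reads. Of 30029 identifiers, 27041 could be given a name from the heart tables, the supplementary tables or the reference, and 2988 could not.

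For single hearts the authors counted UMIs with the CEL-seq pipeline, removed hearts by their amount of mRNA and normalized with Monocle. The deposited heart values are counts divided by 1 size factor per heart by the authors, recorded as a signal or, for a few hearts, as a score, by the same process. The depth ranged from 2453 to 109942 UMIs per heart, so that a gene with a few UMIs has a large counting error. The barcode of 4 bases allows 256 UMIs per gene and heart.

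All values were analysed as log2 of the normalized count plus 1 in R 4.3.3 with limma 3.58.1. Whole embryos were tested with treat against a log2 fold change of 1, with a trend, for genes with a mean of at least 5 normalized counts and at a Benjamini-Hochberg adjusted p of at most 0.1. Hearts were tested at each age with empirical Bayes moderation and a trend, for all genes of the table, at a Benjamini-Hochberg adjusted p under 0.01. GSEA was written for this purpose, with the signal-to-noise ratio (each SD at least 0.2 of its mean), a weight of 1 and 100 permutations of the labels, and gives a p of (permutations as large plus 1) over (permutations of that sign plus 1). Cluster genes came from Supplementary Table S2, matched by name. Of 203, 284, 112, 299 and 311 names in clusters 1 to 5, 139, 199, 92, 230 and 240 were matched. Sets were also tested with limma's camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry. The separation of the genotypes is the mean distance between genotypes over the mean distance within, with a one-sided permutation test of 100000 resamples. Differences of a fold change between ages were tested by 100000 permutations of the residuals around the mean of each genotype within each age, two-sided, with Benjamini-Hochberg adjustment over 23 comparisons.

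Lists of marker genes for blood, yolk syncytial layer, hatching gland, epidermis, skeletal muscle, endocardium, epicardium and cardiomyocytes were fixed before the data were examined and tested with fry, with Benjamini-Hochberg adjustment over the lists of each dataset. Supplementary Table S4, which had been read before, lists these of their genes as changed in hearts: *hbae3*, *hbbe1.1*, *hbbe3*, *apoa1b*, *apoa2*, *apobb.1*, *apoc1*, *apoeb*, *rbp4*, *he1a*, *he1b*, *ctslb*, *krt5*, *cyt1*, *krt91*, *myhz2*, *acta1b*, *tcf21* and *tbx18*. The genes named in the text are every gene that the paper names and that has a value, *rnf2*, and in each test over all genes the 3 called genes with the largest increase and the 3 with the largest decrease among those in which every mutant library lies above, or below, every wildtype library. The genes called at 1 dpf, several hox genes and other Polycomb genes, and the replication genes were chosen after their values were seen.

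The alternatives set before the data were examined were other pseudocounts (0.1 and 5 in whole embryos, 0.1 and 0.5 in hearts), other filters on low values, other scalings (upper quartile, TMM of edgeR, median of ratios), an adjusted p of 0.05, a plain test with a log2 fold change of at least 1, edgeR 4.0.16 and DESeq2 1.42.0 on recovered counts, the number of genes above 0 as a covariate in hearts, wildtype replicates 1 to 5 only, and a block for the replicate number. Added after the data were seen were thinning of all libraries to the smallest one, also for the differences between ages, and conversion of counts to molecules. Thinning was 1 random draw, and for hearts its spread was taken from 20 further draws. For the ages, these put all hearts at 2 and 3 dpf at 23523 UMIs. The conversion takes a count as the number of different barcodes out of 256, estimates the number of molecules from it and scales by the genes that stay under 250 UMIs. Counts at the limit were treated as just under it. For each test over all genes, 100 splits of the libraries into groups of the same sizes were tested.

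The steps were tested on simulated data with known changes. The log2 fold change was 3 in 200 genes, drawn from those at or above the median mean count, and the limit of the barcode was not simulated. The tests recovered 100% of them in whole embryos, 51.5% in hearts at 1 dpf, 76% at 2 dpf and 67.5% at 3 dpf, with 1, 1, 2 and 3 false calls. A set of 92 genes shifted by a fold of 2 had a GSEA p of 0.025 and a fry p of 3.17e-17, and an unshifted set had 0.315 and 0.304. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

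Not used here were the coverage behind heatmaps and band plots, the mapping of peaks to promoters, gene ontology, the published list of cardiac genes, RUVSeq factors and imaging. Supplementary Table S1 was not used for a test, since the copy read holds only part of it.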

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

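The tests of a difference between ages, all tests on the replication genes, and the tests by conversion to molecules and by thinning to equal depth were chosen only after the results were seen.

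Each of 62 groups of 7 to 10 samples was examined for a highest or lowest sample far from the others, by Dixon's ratio of its gap to the range of the group. Chance gives such a sample in about 1 in 20 groups, and 6 were found here. Among mutant hearts at 1 dpf, replicate 2 had 83738 UMIs, against 2453 to 22184 in the others. Wildtype replicate 7 at 1 dpf had 9.33 normalized counts of *tbx2b* and 49.7 of *nppa*, against at most 3.84 and 17.7 in the other wildtype hearts. This heart had 4009 UMIs, the fewest of the wildtype hearts at 1 dpf, so that each UMI weighs more in it. Without it the log2 fold change of *nppa* at 1 dpf is -1.62 and that of *tbx2b* is 0.058. At 2 dpf, mutant replicate 26 had 4.10 normalized counts of *tbx2a*, against 8.59 to 12.7 in the other mutant hearts, and mutant replicate 27 had 8.69 of *tbx3a*, against 2.05 to 5.20. At 3 dpf, wildtype replicate 23 had 0.691 normalized counts of *tbx3a*, which is 1 UMI, while the others had 0. No biological explanation was tested for these single hearts.

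The change in mutant hearts was compared between ages for 9 genes, and 11 of 23 comparisons had an adjusted p under 0.05 in a two-sided permutation test with Benjamini-Hochberg adjustment. The log2 fold change of *tbx2a* was higher at 3 dpf by 1.33 than at 1 dpf (adjusted p = 0.0116) and by 1.30 than at 2 dpf (adjusted p = 0.00023). For *tbx2b* the differences to 3 dpf were 1.47 from 1 dpf (adjusted p = 0.00023) and 0.86 from 2 dpf (adjusted p = 0.00929). From 2 to 3 dpf the change was higher by 1.25 for *tbx3a* (adjusted p = 0.00023) and by 1.16 for *tbx5a* (adjusted p = 0.0236). The decrease of *nppa* was smaller at 2 dpf by 1.57 (adjusted p = 0.000632) and at 3 dpf by 1.11 (adjusted p = 0.0271) than at 1 dpf. For *myh6* the difference from 2 to 3 dpf was -0.80 (adjusted p = 0.00598). For *vmhc* it was -0.64 from 2 to 3 dpf (adjusted p = 0.00598) and -1.33 from 1 to 3 dpf (adjusted p = 0.00248). The limit of the 4-base barcode on UMIs per gene could flatten changes of abundant genes such as *nppa*, *myh6* and *vmhc*. Of these genes, 3 of 3 stayed called down at 3 dpf after conversion to molecules, which argues against that limit as the source of the decrease at 3 dpf, and the conversion moved *nppa* at 2 dpf to a log2 fold change of 0.20, further from its value at 1 dpf. In 1 random draw with the hearts of each age thinned to the smallest one of that age, 4 of the 11 comparisons kept an adjusted p under 0.05. Such a draw adds its own noise, so 20 draws were made with all hearts at 2 and 3 dpf at 23523 UMIs. The difference of *tbx2a* from 2 to 3 dpf kept its size (median 1.37) and an adjusted p under 0.05 in 19 of 20 draws, which argues against a difference in depth as its whole cause. For the other genes the median difference from 2 to 3 dpf also kept its size, but the adjusted p was under 0.05 in fewer draws. These were 13 of 20 for *tbx2b* (median 0.97), 15 for *tbx3a* (1.29), 7 for *tbx5a* (1.23), 15 for *myh6* (-0.85) and 16 for *vmhc* (-0.72). Thinning also takes away power, so a difference in depth and a loss of power cannot be told apart for these. The comparisons with 1 dpf stay open, because hearts hold far fewer UMIs at 1 dpf (median 8309 in wildtype) than at 3 dpf (median 39780 in wildtype), and a thinned draw there has a wide spread (*nppa* at 1 dpf from -2.69 to -0.88 on the log2 scale). The adjusted p was under 0.05 in 14 of 20 draws for *nppa* from 1 to 2 dpf (median difference 1.79). From 1 to 3 dpf it was so in 13 for *vmhc* (median difference -1.35), 7 for *nppa*, 6 for *tbx2a* and 5 for *tbx2b*. An effect of age on the response to the loss of Rnf2 stays among the open explanations.

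Genes of DNA replication were lower in mutant hearts at 3 dpf. Of 18 replication genes in the table 12 were called down, all 12 of which Supplementary Table S4 lists as lower, although the paper's text does not discuss them as a group. The 18 genes were lower by a median log2 fold change of -1.89. Among them *pcna* had 53.9 normalized counts in wildtype and 10.9 in mutant hearts (log2 fold change -2.25, adjusted p = 9.8e-20 in limma). At equal depth the fold changes were 1.04 times those at full depth (median), which argues against a difference in depth. The highest count of any of these genes in a heart was 76, far from that limit. The 9 genes of the list whose values had not been looked at when the list was written had a median log2 fold change of -0.93, 3 of them were called down, and their mean log2 value was lower in mutant hearts (two-sided permutation p = 3e-05), with all 9 mutant hearts below every wildtype heart. Table S4 lists 3 of these 9 as lower, and the other 6 were all lower as well (median log2 fold change -0.80, two-sided permutation p = 0.00013). A candidate explanation is that fewer cells divide in mutant hearts at 3 dpf, but a lower expression of these genes per cell, or a different mix of cells in the dissected hearts, would give the same values and stays open. In whole embryos 17 of 18 of these genes were lower (median log2 fold change -0.59), at 2 dpf 15 of 18 (median -0.30) and at 1 dpf 10 of 16 (median -0.19). Whether the decrease differs between ages was not tested for this list.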

How the results depend on the processing

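Thinning to the smallest library and conversion of UMIs to molecules were chosen only after the results were seen, and every other alternative was set before the data were examined. The thinned values below come from 1 random draw. Over all comparisons and alternatives, 139 values stayed within 1.5 times the reported count or kept their direction and side of the threshold. Of the other values 36 moved further, 12 reversed, 7 lost and 5 gained their side of the threshold. For single named genes 809 values kept direction and call, 34 changed sign, 15 lost a call and 7 gained one. Where no cause is given below, the cause was not tested.

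In whole embryos 228 genes were called up, 206 down and 23 in cluster 3. The number up was 150 with a pseudocount of 5 and 139 with a mean of at least 20, a filter that tests fewer genes. It was 413 with edgeR glmTreat on recovered reads. The plain test with a log2 fold change of at least 1 gave 1457 up, 769 down and 35 in cluster 3, since it asks only for a difference from 0. Under the other alternatives, apart from those on replicate numbers, the counts were between 196 and 268 up and between 141 and 288 down, and the count in cluster 3 stayed between 20 and 26. Replicate numbers are shared by 4 wildtype and mutant libraries. With a replicate block for these, 139 genes were called up and 111 down, and with the same libraries and no block 138 and 108, so the loss comes with the fewer libraries and not with the block. The numbers do not pair the samples: the correlations of libraries with the same number, around the mean of each genotype, were between -0.158 and 0.0339 in whole embryos and between -0.0767 and 0.0403 in hearts at 1 dpf.

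In hearts at 1 dpf 0 genes were called up under every alternative (296 had an unadjusted p under 0.05 in the reported test), and 6 were called down. edgeR and DESeq2 on recovered counts called 1 down each, and thinning to the smallest heart left 0 (135 with an unadjusted p under 0.05). The replicate block gave 4, and the same hearts without it 6. Rescaling by the upper quartile was not run at 1 dpf, because 2 hearts have an upper quartile of 0.

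At 2 dpf the 42 genes up became 15 with a pseudocount of 0.1, 12 with the number of genes above 0 as a covariate, 77 at an adjusted p of 0.05, 78 with edgeR, 15 with DESeq2 and 6 with thinning. The 28 genes down became 6 with the covariate, 17 with DESeq2, 16 with conversion to molecules and 3 with thinning. DESeq2 gave no adjusted p for 8128 genes at 2 dpf and 4134 at 3 dpf. The upper-quartile rescaling moved the median log2 fold change of all genes at 2 dpf from 0.099 to 0.12. At 3 dpf the 332 genes up became 207 with a pseudocount of 0.1, 167 with the covariate, 607 at an adjusted p of 0.05 and 107 with thinning. The 269 genes down became 451 at an adjusted p of 0.05 and 107 with thinning. Thinning takes away power as well as unequal depth. A shift of 3 on the log2 scale was found in 51.5% of simulated genes at 1 dpf, fewer than at 2 and 3 dpf. Depth was not varied there apart from the number of hearts.

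The GSEA p of cluster 3 in whole embryos went from 0.02 to 0.106 with the signal-to-noise ratio on the log2 scale, and that in hearts at 2 dpf to 0.102 without hox genes, with fewer genes in the set. The p of cluster 5, 0.0351, became 0.179 with a mean of at least 5, 0.119 with the log2 scale, 0.233 and 0.437 under camera with a preset and an estimated correlation, and 0.0735 under fry with the replicate block. fry called cluster 1 (p = 0.0102, with the replicate block 0.0263) and cluster 2 (p = 0.00253, with the replicate block 0.0442). The score of cluster 4 was negative and became positive, with p = 0.889 with a mean of at least 5, 0.877 on the log2 scale, 0.897 and 0.936 under camera, 0.444 under fry and 0.765 with the replicate block, so that it was past 0.05 in no case.

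On linear values the ratio of distances fell below 1 in whole embryos (0.973) and in hearts at 1 dpf (0.996) and rose above 1 at 2 dpf (1.19). With thinning the ratio was 1.005 at 1 dpf (p = 0.0386) and 1.01 at 2 dpf. The other ratios kept their direction.

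The share of H3K27me3 peaks kept in mutants, 35.1%, became 7.52% with an overlap of at least 50%, 31% without merging, 73.2% with the union of the replicates and 19.7% with the stricter peaks. The overlap of at least 50% was asked of stretches present in all 3 mutant replicates, so replicate 3 limits it. Across the fits that each left out one replicate it ranged from 26.9% to 78.2%, and the number of H3K27me3 peaks in mutants ranged from 94.9% to 139.6% of wildtype, the highest value in both cases without mutant replicate 3. The number of Rnf2 peaks in mutants stayed between 1.91% and 2.86% of wildtype across such fits, and the share of Rnf2 peaks on H3K27me3 between 55.5% and 90.3%.

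The changes of sign concern genes that were not called. In whole embryos *try* became 0.028 with wildtype replicates 1 to 5 only, 0.061 with the replicate block and with the same libraries without it, and 0.0097 with thinning. At 1 dpf *isl1* was 0.12 with DESeq2, and thinning gave 0.40 for *tbx2b* and 0.40 for *tbx2a*. *nkx2.7*, at 0.0018, became -0.049 with a pseudocount of 0.1, -0.012 with 0.5, -0.025 with the covariate, -0.15 with edgeR, -0.092 with DESeq2, and -0.21 with and without the replicate block. At 2 dpf the covariate gave -0.27 for *isl1*, 0.020 for *gata5*, 0.15 for *myl7*, 0.069 for *ttn.2*, 0.20 for *nppa* and 0.23 for *mylk3*. Thinning gave -0.048 for *isl1*, -0.48 for *nkx2.5*, 0.21 for *tbx2a* and 0.094 for *camk2a*. Conversion gave -0.039 for *nkx2.5*, 0.0071 for *myl7* and 0.20 for *nppa*. *gata5* was 0.029 with the upper quartile and 0.090 with edgeR, and *myh6* was -0.0014 with the median of ratios. At 3 dpf *myl7* became 0.17 with the covariate, 0.043 with edgeR, 0.31 with conversion and 0.026 with thinning.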

Differences from the paper's values

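GSEA p values were the main difference. They rest on the permutations of the same sign, 46, 60 and 56 for clusters 1, 2 and 5, so single permutations move them. Of the names listed for these clusters, 139 of 203, 199 of 284 and 240 of 311 were matched. The paper used the GSEA software, while GSEA was written anew here. Which of these makes the difference was not tested. For cluster 1 the paper's p is 0.176 and the value here is 0.0638. Restricted to genes with a mean of at least 5 normalized counts it was 0.128, and with the signal-to-noise ratio on the log2 scale 0.204, which are both close to the paper's value. The other alternatives set before the data were examined did not close the gap, with 0.886 and 0.903 under camera with a preset and an estimated correlation, 0.0102 under fry and 0.0263 under fry with the replicate block.

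For cluster 2 the paper's p is 0.679 and the value here is 0.197. Of the alternatives set before the data were examined, only the signal-to-noise ratio on the log2 scale closed the gap, with 0.746. The others gave 0.3 with a mean of at least 5, 0.2 and 0.419 under camera, 0.00253 under fry and 0.0442 under fry with the replicate block.

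For cluster 5 the paper's p is 0.249 and the value here is 0.0351, so that the paper reports no enrichment where a p under 0.05 was found. With a mean of at least 5 normalized counts it was 0.179 and under camera with a preset correlation 0.233, both close to the paper's value. It was 0.119 with the ratio on the log2 scale, 0.437 under camera with an estimated correlation and 0.0735 under fry with the replicate block, which are also over 0.05. Only fry, with 0.000584, left the difference in place.

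At 2 dpf the paper reports 82 genes up in mutant hearts and 42 were called here, all 42 of which are among the paper's genes. An adjusted p of 0.05 in place of 0.01 gave 77 and edgeR on the recovered counts gave 78, and these alternatives closed the gap. The other alternatives set before the data were examined gave from 12 to 45 genes. All 82 genes of the paper's list were higher in mutant hearts here, with an adjusted p of at most 0.331. Of the 28 genes called down at 2 dpf, 21 are in the paper's list of 30. The number of genes down at 3 dpf is 269 in both, but only 234 genes are shared.

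The paper reports *nppa* as lower in mutant hearts at 1 dpf past its threshold. Here it was lower (log2 fold change -1.84) with an adjusted p of 0.0584 in limma, and it was called only when genes with a mean of at least 1 normalized count were tested (adjusted p = 0.00879). The paper reports *fabp2* and *myl7* as lower in whole mutant embryos. The paper names no fold change threshold for these markers. Both were lower here too and differed from 0 in limma's plain test (adjusted p = 2.74e-06 and 1.46e-08). They did not pass limma's test against a log2 fold change of 1 (adjusted p = 1 and 0.205), which asks for more than the paper states. *myl7* was called by edgeR's test (adjusted p = 0.0425) and by the plain test with a log2 fold change of at least 1 (adjusted p = 1.46e-08), and *fabp2* by none of the alternatives run. The paper's discussion describes *tbx5a* as higher in mutant hearts at 3 dpf, while its results name only *tbx2a*, *tbx2b* and *tbx3a* as significant there. Here its log2 fold change was 0.78 with an adjusted p of 0.158, and none of the alternatives run called it.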

Other observations

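The tests by conversion to molecules, with its split at 200 UMIs, by thinning to equal depth, of depth as the source of the fold changes, of chromosomes as the source of all calls, of the hearts of siblings, of the most abundant genes, of *vmhc* and *vmhcl*, of blood and of hatching gland and yolk were chosen only after the results were seen.

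As a check on chance, the libraries were divided at random into groups of the same sizes. In whole embryos 1 of 100 splits, the real one, gave as many called genes as the 434 found, and the highest number in another split was 3. In hearts, as many calls came from 2 of 100 splits at 1 dpf (the real one and a split with 9 calls), from 1 of 100 at 2 dpf and from 1 of 100 at 3 dpf, where the highest numbers in another split were 19 and 99.

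The limit of the 4-base barcode on the UMIs per gene and heart might lower counts in mutant hearts, which held more UMIs at 2 and 3 dpf, and so give false decreases. After conversion to molecules, 6 of 6 genes called down at 1 dpf stayed called, and 261 of 269 at 3 dpf, which argues against the limit as the cause there. At 2 dpf 14 of 28 stayed called, which does not decide for the 28 genes as a whole. Of the 17 that reach 200 UMIs in some heart 3 stayed called, in line with the limit as the cause for most of these, such as *malat1* and several mitochondrial genes. Of the 11 that stay under 200 UMIs 11 stayed called, which argues against it for them. The threshold of 200 UMIs was set after the data were seen. The 49 genes that reach 200 UMIs at 2 dpf had a median log2 fold change of -0.33, which became 0.037 after conversion.

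With every heart thinned to the smallest one of its age, 0 of 6 calls remained at 1 dpf (135 genes had an unadjusted p under 0.05), 9 of 70 at 2 dpf and 207 of 601 at 3 dpf. Over 20 further random draws the median number left was 0, 6 (from 3 to 19) and 219.5 (from 194 to 258). Thinning also takes away power, so an effect of unequal depth and a loss of power cannot be told apart from these counts. The fold changes themselves kept their direction in all 6, 70 and 601 called genes, and the median ratio of the thinned to the full log2 fold change was 1.135, 1.014 and 1.005. Thinning does not undo the limit of the barcode, so these ratios decide nothing for genes near it. For the genes under 200 UMIs in every heart, the median ratio was 0.996 at 2 dpf (51 genes) and 1.006 at 3 dpf (578 genes), which argues against unequal depth as the source of their fold changes. With the median fold change of each gene over the 20 draws, these ratios were 1.022 and 1.006. At 1 dpf all 6 genes also stayed called as molecules, which argues against it there. Of the genes that reach 200 UMIs, 5 of 19 at 2 dpf and 16 of 23 at 3 dpf stayed called after conversion to molecules, so unequal depth acting through the limit stays open for these. In whole embryos 330 of 434 calls remained in libraries thinned to 4711185 reads, which argues against unequal depth as the source of most of them.

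The wildtype whole embryos are labelled as strain TLF and the mutants as TU/TLF mixed, although the paper describes the same genetic background, so a strain difference could add to the calls in whole embryos. Of called genes with a known place, 234 of 251 lie on other chromosomes than *rnf2*, which argues against variants on that chromosome as the source of all calls. On the chromosome of *rnf2* 2.28% of tested genes were called, against 1.62% elsewhere (Fisher's exact p = 0.1814), so a contribution of linked variants to some calls cannot be told apart from an effect of *rnf2*. Hearts at 3 dpf came from siblings. There, the 7 cluster 3 genes that were called up in whole embryos and could be tested were all higher in mutant hearts (mean log2 difference 0.91, two-sided permutation p = 3e-05), and 2 of them were called. Of 85 other called genes, 66 changed in the same direction (mean log2 difference in that direction 0.54, two-sided permutation p = 3e-05), and 15 were called. A strain difference is therefore not the whole cause for these sets of genes. It stays open for the called genes that the heart table does not hold. Called genes with no known place or on the chromosome of *rnf2* were left out of this check, so it stays open for them as well.

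*vmhcl*, next to *vmhc*, was lower in mutants in each dataset, with log2 fold changes of -2.95 in whole embryos and -2.29, -1.75 and -2.52 in hearts at 1, 2 and 3 dpf. Both genes lie on the chromosome of *rnf2*. A variant linked to *rnf2* is a possible explanation. Of the 98 tested genes nearest to *rnf2*, 9 (9.18%) were called in hearts at 3 dpf, against 5.44% of the rest (Fisher's exact p = 0.1139), which leaves it open. In whole embryos 1 of the 98 nearest genes was called (1.02%, against 1.65% of the rest), and in hearts 0 of 98 at 1 dpf and 0 of 98 at 2 dpf (Fisher's exact p = 1 in each). With so few calls at 1 and 2 dpf, these counts decide nothing. The count took the 50 tested genes nearest to *rnf2* on each side. *vmhc* and *vmhcl* lie among these and were left out at every age, as was *rnf2*. Both *vmhc* and *vmhcl* were called at 2 dpf, so the 98 concern only the other genes near *rnf2*. On the whole chromosome of *rnf2*, 1.285% of tested genes were called at 2 dpf, against 0.555% elsewhere (Fisher's exact p = 0.0558), and 5.907% against 5.452% at 3 dpf (Fisher's exact p = 0.6785). Reads shared between these paralogs were not tested, nor was a direct effect of Rnf2.

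At equal depth more genes had at least 1 read in mutant whole embryos (26188 to 26683) than in wildtype (24531 to 25339). A few abundant genes taking up reads in wildtype could give this. Without the 200 most abundant genes and thinned again, the lowest mutant library still had 787 more genes than the highest wildtype library, which argues against that. The genotype and the different parents of the wildtype embryos both stay open.

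Of the genes called down at 1 dpf, most are globins or lie among them. These were called by limma only, since the 1 gene that edgeR and DESeq2 each called was *vmhcl*. For *hbbe3* the adjusted p was 0.0124 in edgeR. Blood markers were lower as a list (median log2 fold change -1.61, 7 of 7 genes lower, fry adjusted p = 0.0251). The 3 markers that are not globins, *alas2*, *cahz* and *slc4a1a*, were also lower, with a median log2 fold change of -1.15, none of them past the threshold. This is in line with less blood in the dissected mutant hearts at 1 dpf, while a lower expression in blood cells stays open. At the later ages the list went the other way, with 7 of 7 genes higher at 2 dpf (median log2 fold change 0.68) and 7 of 7 at 3 dpf (0.45), both with a fry adjusted p of 0.222. *hbbe3*, lower at 1 dpf, was called up at 2 dpf (0.91, adjusted p = 0.00857 in limma). It stayed called with edgeR (adjusted p = 0.00945) and in limma with the upper quartile (adjusted p = 0.00271). DESeq2 did not call it (adjusted p = 0.446). Nor did limma with the covariate (adjusted p = 0.944), the median of ratios (adjusted p = 0.0134) or conversion to molecules (adjusted p = 0.0244). At equal depth it was called in 0 of 20 random draws. Of the 8 blood markers the study itself lists 3 as lower in these hearts. *hbae3*, 1 of them, had 43.5 normalized counts in wildtype and 12.8 in mutant hearts.

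At 2 dpf the markers of hatching gland (median log2 fold change 1.30, 4 of 4 higher, fry adjusted p = 0.0132) and of the yolk syncytial layer (median 0.87, 6 of 6 higher, fry adjusted p = 0.0376) were higher in mutant hearts, 10 of 10 in all. RNA from hatching gland and yolk in the dissected samples is a candidate source. The study itself lists 8 markers of these lists as higher at 2 dpf. At 3 dpf the list of epicardium (2 genes, both listed by the study as lower) was lower, with a median log2 fold change of -1.36 (fry adjusted p = 0.0116). In whole embryos, the lists higher in mutants were those of epidermis (median log2 fold change 0.74, fry adjusted p = 5.25e-07), hatching gland (1.78, fry adjusted p = 7.61e-05) and blood (0.99, fry adjusted p = 0.000618). The lists lower in mutants by fry were those of cardiomyocytes (-1.05, fry adjusted p = 1.05e-06), yolk syncytial layer (-0.42, fry adjusted p = 0.000892) and endocardium (-0.053, fry adjusted p = 0.00822). The endocardium genes were mixed, with 2 of 6 higher (from -1.06 to 0.49). Its camera p was 0.434 with the preset and 0.468 with the estimated correlation. The lists of skeletal muscle (-0.032, fry adjusted p = 0.953) and epicardium (-0.13, fry adjusted p = 0.308) did not pass 0.05. With camera's estimated correlation, the lists of cardiomyocytes (p = 0.0178) and epidermis (p = 0.0448) in whole embryos, blood at 1 dpf (p = 0.000198), hatching gland (p = 0.000364) and yolk (p = 0.00347) at 2 dpf and epicardium at 3 dpf (p = 0.0267) still differed.

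Cluster 3 genes, which were defined in whole embryos, were also higher in mutant hearts. The GSEA score was 0.96 at 1 dpf (22 genes, permutation p = 0.51), 1.85 at 2 dpf (50 genes, permutation p = 0.0385) and 1.85 at 3 dpf (52 genes, permutation p = 0.0208, where 47 of 52 genes were higher). Without hox genes the p at 2 dpf was 0.102. Of the Polycomb genes examined, some rose. *bmi1a* had a log2 fold change of 2.56 in whole embryos, 2.09 in hearts at 2 dpf and 2.43 at 3 dpf (adjusted p = 8.49e-12, 5.47e-07 and 4.19e-12 in limma), and *cbx7a* of 2.75 in whole embryos (adjusted p = 5.84e-08) and 2.62 in hearts at 3 dpf (adjusted p = 6.92e-09), but not past the threshold at 2 dpf (0.92, adjusted p = 0.331). *bmi1b* was called at 3 dpf (1.35, adjusted p = 0.00138), but not at 2 dpf (0.97, adjusted p = 0.0779) or in whole embryos (1.06, adjusted p = 1.00). In whole embryos *bmi1b* differed from 0 in limma's plain test (adjusted p = 3.62e-07), with every mutant library above every wildtype library. At equal depth *bmi1a* at 2 dpf stayed called in 12 of 20 random draws, and at 3 dpf *cbx7a* in 18 and *bmi1b* in 3. In Supplementary Table S2, *tbx5a*, *lbx1a*, *tal1*, *bmi1a*, *bmi1b* and *hoxd9a* are listed in cluster 3, *tbx2a* and *tbx3a* in cluster 5 and *tbx2b* in cluster 2. In whole embryos the log2 fold change was 0.74 for *tbx3a*, 0.14 for *tbx2b* and 0.071 for *tbx2a*, none of which passed limma's test against a log2 fold change of 1. In limma's plain test *tbx3a* differed from 0 (adjusted p = 2.57e-05), while *tbx2b* (adjusted p = 0.220) and *tbx2a* (adjusted p = 0.492) did not.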
